# RNA Sequencing Reveals a Slow to Fast Muscle Fiber Type Transition after Olanzapine Infusion in Rats

**DOI:** 10.1371/journal.pone.0123966

**Published:** 2015-04-20

**Authors:** Christopher J. Lynch, Yuping Xu, Andras Hajnal, Anna C. Salzberg, Yuka Imamura Kawasawa

## Abstract

Second generation antipsychotics (SGAs), like olanzapine, exhibit acute metabolic side effects leading to metabolic inflexibility, hyperglycemia, adiposity and diabetes. Understanding how SGAs affect the skeletal muscle transcriptome could elucidate approaches for mitigating these side effects. Male Sprague-Dawley rats were infused intravenously with vehicle or olanzapine for 24h using a dose leading to a mild hyperglycemia. RNA-Seq was performed on gastrocnemius muscle, followed by alignment of the data with the Rat Genome Assembly 5.0. Olanzapine altered expression of 1347 out of 26407 genes. Genes encoding skeletal muscle fiber-type specific sarcomeric, ion channel, glycolytic, O_2-_ and Ca^2+^-handling, TCA cycle, vascularization and lipid oxidation proteins and pathways, along with NADH shuttles and LDH isoforms were affected. Bioinformatics analyses indicate that olanzapine decreased the expression of slower and more oxidative fiber type genes (e.g., type 1), while up regulating those for the most glycolytic and least metabolically flexible, fast twitch fiber type, IIb. Protein turnover genes, necessary to bring about transition, were also up regulated. Potential upstream regulators were also identified. Olanzapine appears to be rapidly affecting the muscle transcriptome to bring about a change to a fast-glycolytic fiber type. Such fiber types are more susceptible than slow muscle to atrophy, and such transitions are observed in chronic metabolic diseases. Thus these effects could contribute to the altered body composition and metabolic disease olanzapine causes. A potential interventional strategy is implicated because aerobic exercise, in contrast to resistance exercise, can oppose such slow to fast fiber transitions.

## Introduction

Second generation antipsychotics (SGAs, also called, atypical antipsychotics), like olanzapine, are used to treat schizophrenia and bipolar disorder [1]. Owing to superior efficacy for psychiatric disorders compared to first generation drugs and a growing number of off- and on-label indications, the rate of new antipsychotic prescriptions has been growing steadily for adults and children [2]. For example, 2011 estimates indicated 3.1 million Americans were prescribed antipsychotics, up 13% from the year before [3]. Unfortunately, some SGAs cause adverse metabolic side effects that can negatively impact patient compliance. These side effects include hyperglycemia, glucose intolerance, weight gain, dyslipidemia, obesity, hyperglycemia, type 2 diabetes (T2D), ketoacidosis and even death [4–10]. Olanzapine and clozapine are two examples that may cause average body weight gains in the range to 1 pound per week [11].

While weight gain contributes to the metabolic complications of SGAs, there is strong evidence of body weight independent metabolic effects preceding obesity and type 2 diabetes. For example, dyslipidemia, hyperglycemia and glucose intolerance can be observed minutes or days after SGA administration, associated with rapid changes in muscle metabolism [12]. Endocrine-metabolic effects observed in plasma are sustained for weeks in healthy subjects and high fidelity preclinical models, prior to alterations in body composition/weight gain and increased hunger that appear later [11, 13–16]. Therefore understanding acute actions of SGAs might elucidate mechanisms contributing to these side effects.

Skeletal muscle is one of the most important tissues by weight for the disposal of glucose and macronutrients. As a major component of whole body energy balance it has the potential to impact the acute effects of SGAs on glycemia and glucose tolerance. Chronic olanzapine treatment in rats and dogs increased adiposity but not body weight [17–19]. This implies that changes in lean mass could be occurring, conceivably altering muscle energy requirements, susceptibility to atrophy and glycemia. Such changes could facilitate the adiposity elicited by olanzapine [17–19]. More information on how SGAs affects skeletal muscle is needed.

Skeletal muscles exhibit different fiber types with distinct features and energy requirements. While various classification schemes a simple classification is slow (oxidative, SO), intermediate (fast oxidative-glycolytic, FOG) and fast twitch (glycolytic, FG). SO fibers are also called type I, while the fastest-twitch glycolytic fibers (FG) in rats are type IIb. SO fibers contract or twitch more slowly than other types, are more efficient using oxygen to sustain contractions owing to their higher concentration of myoglobin (contributing to darker color), mitochondria and increased vascularity [20, 21]. They express myosin heavy chain 7 (*MYH7*, as found in soleus). At other end of the spectrum, FG fibers (IIb containing *MYH4*) have a very fast twitch force and very high power, but a low capillary density and mitochondrial and myoglobin content reflected in their whiter color [20–22]. Consequently, IIB fibers are less able to oxidize glucose or FFA, and instead, generate more ATP from anaerobic glycolysis. FOG fiber types exhibit intermediate characteristics and unique myosin heavy chains (e.g., *MYH2* and *MYH1*) and can be further sub-divided. An important difference between slower and faster fibers, in addition to energy consumption and twitch speed, is that FG fibers are more susceptible than SO to atrophy arising from various metabolic pathologies [23]. In obesity and T2D, skeletal muscle has been associated with either a loss of oxidative enzyme capacity irrespective of muscle fiber type [24], or a transition of muscle fiber types from more SO to the less metabolically flexible FG fibers [25–29].

Given the importance of skeletal muscle as a major consumer of whole body energy and macronutrients, it is important to understand how olanzapine affects this tissue before significant changes in adiposity occur. Therefore in this study we used RNA-Seq to quantify gene expression in response to continuous infusion of olanzapine for 24h using a protocol that produces a mild hyperglycemia.

## Materials and Methods

### Ethics Statement

All of the vertebrate animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Penn State University College of Medicine (Hershey, PA). The Animal Resource Program is accredited by AAALAC International. All animal living conditions are consistent with standards laid forth in the Guide for the Care and Use of Laboratory Animals (2011), 8th edition, published by the National Research Council.

### Olanzapine infusion

Male Sprague Dawley rats (150–175g) from Charles River Laboratories (Cambridge, MA, USA) were acclimated to single housing for several weeks while being maintained on a 12:12 h light dark cycle at ~21°C and provided free access to water and a standard rodent chow (2018, Harlan Laboratories, Madison, WI). Under brief isoflurane anesthesia, venous (jugular) and arterial (carotid) catheters were surgically implanted as previously described [12, 18] and an external neck collar was placed for use in the CMA/120 infusion system (CMA7431059, Harvard Apparatus, Hollison, MA). A week or more after this surgery, all the experimental animals had regained their body weight trajectories. The night before infusions, rats were individually housed in a CMA/120 Rat System for Freely Moving Animals. They continued to have free access to the same food, water and dried corncob bedding used in the home cages. The next day catheters were connected to the catheter swivel system. Heparinized glucose determinations were obtained as described [12, 18], prior to the start of the infusions study ~2PM. For the olanzapine group, the venous catheter was attached to a New Era Pump Systems syringe pump (Model NE-300) filled with olanzapine (Dr. Reddy’s Laboratories Ltd, Hyderabad, India) in sterile saline (infusion: 1mg/100g BW loading dose for 0.5h and then 0.04mg/100g/h continuously for 23.5h). Control rats were infused with vehicle at the same rate and volume. At the conclusion of the infusions additional heparinized plasma and blood glucose determinations were obtained for blood glucose determination. Gastrocnemius was then surgically removed under isoflurane anesthesia (carried with 100% O_2_), and frozen between two aluminum blocks cooled to the temperature of liquid nitrogen and then stored at -80°C until RNA was isolated. While under continuous anesthesia, the animals were euthanized by cutting the diaphragm and removing the heart.

### RNA Sequencing

Total RNA was extracted as previously described with slight modification [30]. Briefly, frozen muscle tissue was pulverized in liquid nitrogen using mortar and pestle, followed by bead mill homogenization (Bullet Blender, Next Advance) using stainless steel beads (Next Advance, cat# SSB14B) and mirVana RNA isolation kit (Life Technologies). Optical density values of extracted RNA were measured using NanoDrop (Thermo Scientific) to confirm an A_260_:A_280_ ratio above 1.9. RIN was determined for each sample using Bioanalyzer RNA 6000 Nano Kit (Agilent Technologies). The cDNA libraries were prepared using the TruSeq RNA Sample Prep Kit v2 (Illumina) as per the manufacturer’s instructions. The final product was assessed for its size distribution using Bioanalyzer DNA High Sensitivity Kit (Agilent Technologies) and for its concentration using Kapa library quantification kit (Kapa Biosystems). Six libraries were pooled per HiSeq lane, followed by on-board cluster generation on a Rapid Run single-end flow cell and subsequent 50 cycles sequencing (v3 sequencing kit) according to the manufacturer's instructions (HiSeq 2500, Illumina). Demultiplexed and quality filtered mRNA-seq reads were then aligned to Rat reference assembly (Rn5) using TopHat (v.2.0.9). The uniquely mapped reads were used to calculate the normalized expression level of genes, as fragments per kilobase of exon per million fragments mapped (FPKM), using Cufflinks (v.2.2.1).

### Quantitative Real-Time-PCR (QT-RTPCR)

Equal quantities of total RNA were used to synthesize cDNA using the High Capacity cDNA RT Kit with RNase Inhibitors (Applied Biosystems, Inc.). For QRT-PCR reactions, the TaqMan Gene Expression Assays (Applied Biosystems, Inc.) specific for rat *Eef2*, *OSTN*, *Casq2*, *LPL*, *Alp2a2*, *Tnni1*, *Pavlb*, and *TPM1* was performed according to the manufacturer's instructions and was carried out with equal quantities of cDNA. The assays were run on a 7900HT PCR system (Applied Biosystems, Inc.) available at the College of Medicine Core Lab and were analyzed using the comparative Ct method. The results were normalized to internal *Eef2* mRNA controls.

### Biostatistics and Bioinformatic Analysis

To determine significant differences in mean FPKM values between control and olanzapine groups, the DEGexp function of the DEGseq 1.18.0 R package was used with the Likelihood Ratio Test (LRT) and default parameters. A p<0.05 was used to determine significant differences, however genes where no detectable RNA was observed in some subjects were flagged (#VALUE!) and not considered further. Graphpad Prism 6.0 was used to examine statistical changes in QT-RTPCR data by Students t-test (p<0.05 was considered statistically significant) and linear regression analysis.

Functional annotation clustering, pathway analysis and gene ontology along with associated confidences indicating the strength of evidence for pathway effects were obtained using a series of tools including Ingenuity Pathway Analysis (IPA, Ingenuity Systems, www.ingenuity.com). Database for Annotation, Visualization and Integrated Discovery (DAVID, http://david.abcc.ncifcrf.gov/), Kyoto Encyclopedia of Genes and Genomes (KEGG, www.kegg.jp), GeneCards (www.genecards.org) and the Rat Genome Database (RGD, http://rgd.mcw.edu/). Pathway analysis was performed on genes that were statistically different based on DEGSeq analysis. Olanzapine rapidly elevates plasma glucocorticoids as it does glucose [31]. The potential impact of glucocorticoid changes on gene expression and needs to be considered in interpreting the findings [31]. Genes affected by this increase in corticosteroid concentrations were either identified from the above pathway analysis packages or by examining microarray time course data from muscle tissue during constant infusion of methylprednisolone in adrenalectomized rats (NCBI Geo profile GDS2688) [32].

### Data Sharing

The processed data (S1 Table), associated metadata, and the “raw” Illumina fastq file have been deposited with the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GEO Accession number: GSE65787).

## Results and Discussion

Rats with comparable body weights (vehicle: 373±9g, olanzapine: 388±11g, p = 0.34) were infused with vehicle (control) or olanzapine for 24h. 

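The 3 vehicle rats weighed 382, 382 and 356 g, a mean of 373.3 ± 15.0 g (SD, n = 3), and the 3 olanzapine rats weighed 398, 366 and 400 g, a mean of 388 ± 19.1 g (SD, n = 3). The difference of 14.7 g was no larger than the spread between rats (exact permutation test, both sides, p = 0.4, where 3 rats against 3 allow no p below 0.1). Olanzapine was given at 1 mg per 100 g over 0.5 h and then at 0.04 mg per 100 g and hour for 23.5 h.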

The olanzapine infusion produced a modest 30% increase in blood glucose (vehicle, 98±2mg/dl; olanzapine 127±4mg/dl, p = 0.0023). This acute effect is consistent with previous findings in humans and animal models, however far greater rises in blood glucose can be achieved with higher doses [31]. Transcriptome sequencing of mRNA of gastrocnemius muscle from rats in the control group resulted in FPKM values expected for striated skeletal muscle tissue. For example, the top one hundred FPKM values were associated with genes that encode proteins of the skeletal muscle contractile machinery, cation transporters, glycolysis, oxidative metabolism and protein synthesis (S1 Table).

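Gastrocnemius RNA of 6 male Sprague Dawley rats was sequenced, 3 infused with vehicle (rats 3, 9 and 11) and 3 infused with olanzapine (rats 4, 10 and 12) for 24 h. The authors sequenced single ends for 50 cycles, aligned the reads to the rat assembly Rn5 with TopHat 2.0.9 and computed FPKM per Ensembl gene from uniquely mapped reads with Cufflinks 2.2.1, so reads shared by near-identical copies are not in the values. The deposited table lists 26406 genes, of which 16681 had a value above 0 in at least 1 rat. The FPKM of a rat summed to 1058140, 945068 and 1029460 in vehicle rats 3, 9 and 11 and to 1012560, 949847 and 1183010 in olanzapine rats 4, 10 and 12. Between 13996 and 14795 genes per rat were above 0. Reads per rat are not given with FPKM. The steps between the lowest values put the depth of vehicle rats 9 and 11 at 0.669 and 0.441 of that of vehicle rat 3, and that of olanzapine rats 4, 10 and 12 at 0.922, 0.904 and 0.746 of it. The 10285 genes with a mean of at least 1 FPKM over the 6 rats were compared with limma on log2(FPKM + 1), with the rats as replicates and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of low genes. The median log2 fold change of all tested genes was -0.11, and it was 0.01 when the rats were scaled by median-ratio size factors.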

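The most abundant named transcript of the vehicle rats was Acta1, skeletal muscle alpha-actin, at 38131 ± 7194 FPKM (SD, n = 3). Other abundant transcripts were the mitochondrially encoded MT-CO3 at 36202 ± 4812 FPKM and MT-ATP6 at 34693 ± 4254 FPKM, Ckm, muscle creatine kinase, at 20606 ± 3528 FPKM, and Mylpf, the fast regulatory myosin light chain, at 15708 ± 1763 FPKM. The 100 genes with the highest mean took 74.1% ± 1.09 (SD, n = 3) of the total FPKM of the vehicle rats. Among them 24 genes of the sarcomere and cytoskeleton held 14.7% ± 2.20, 11 mitochondrially encoded genes 18.9% ± 1.30, 22 nuclear genes of oxidative phosphorylation and the TCA cycle 3.77% ± 0.496, 7 genes of glycogen breakdown, glycolysis and creatine kinase 4.12% ± 0.900, and 5 genes of calcium handling 1.18% ± 0.249 of the total (SD, n = 3 each). A single gene of protein synthesis held 0.0863% ± 0.0137. Hemoglobin took 0.768% ± 0.646 with 3 genes and small heat shock proteins 0.534% ± 0.0446 with 3 genes. The 24 genes that remain are of other function or carry only an Ensembl identifier, some of them short loci of the mitochondrial chromosome, and held 30.0% ± 3.42. These classes were assigned after the list had been seen.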

Cluster analysis indicated that the data from each rat clustered into their respective control or OLZ treatment groups (not shown). 

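Over the 10285 tested genes, the Pearson distance on log2(FPKM + 1) was larger between the groups than within them by 0.0120. This was the largest value among the 10 ways to split the 6 rats into groups of 3, the next being 0.00171 (exact permutation test, p = 0.1, the smallest p that 10 splits allow). A tree of average linkage divided into 2 clusters placed vehicle rat 11 alone and the other 5 rats together. The first principal component held 35.7% of the variance, with the vehicle rats at -12.4, -18.0 and -39.6 and the olanzapine rats at 12.1, 17.4 and 40.5. The 2 clusters were the treatment groups when only the 500 most variable genes were used, with a difference of 0.0694. On linear FPKM the difference was -0.0122, and 6 of the 10 splits gave a value as large.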

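In the olanzapine rats 47 genes fell and 5 rose at an adjusted p under 0.05 from limma, out of 10285 tested. The falls include components of slow muscle fibers such as Casq2, cardiac and slow-twitch calsequestrin, at 64.9 ± 7.73 FPKM (SD, n = 3) in the vehicle rats and 9.19 ± 1.88 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -2.70, standard error 0.20, adjusted p = 0.00137), and Ankrd2, a stretch-responsive protein of the sarcomere, at 342 ± 20.8 FPKM in the vehicle rats and 38.1 ± 14.1 FPKM in the olanzapine rats (log2 fold change -3.21, standard error 0.28, adjusted p = 0.00345). Of the 52 genes, 19 belong to at least 1 of 2 slow fiber lists. The list written beforehand holds 16 of them. The other, of Table 1, also holds 16 and was chosen by the study on these rats. Most of these genes stand in both lists, so the 2 lists are not separate evidence. Among other genes that fell were Homer2, a scaffold protein of calcium signaling (log2 fold change -1.65, adjusted p = 0.00672), Actc1, cardiac alpha-actin (log2 fold change -2.40, adjusted p = 0.0493), Wnt16 (log2 fold change -2.60, adjusted p = 0.0442) and Car3, carbonic anhydrase 3, which is abundant in slow fibers (log2 fold change -2.03, adjusted p = 0.0323). The 5 that rose were Hras1, a small GTPase (log2 fold change 1.02, standard error 0.16, adjusted p = 0.0403), Fbxl4, an F-box protein of mitochondria (log2 fold change 1.23, adjusted p = 0.0423), the unnamed ENSRNOG00000018301 (log2 fold change 1.10, adjusted p = 0.0279), and ENSRNOG00000049077 and ENSRNOG00000045851, a pair of loci of 80 and 79 bases listed at 0 in all vehicle rats. All 52 had groups without overlap, as did 19.7% of the tested genes, where chance gives 10%. At an unadjusted p under 0.05 limma gave 1362 genes, 390 higher and 972 lower. A Poisson likelihood ratio test on the FPKM summed per group, the kind of test that the study ran with DEGseq 1.18.0 and one without a term for the spread between rats, gave 1458 genes at an unadjusted p under 0.05, 640 higher and 818 lower. The authors' deposited table marks 1450 genes at p under 0.05. The limma count was 27 with no filter on low values, 33 with median-ratio size factors, 102 with genes at 0 in any rat left out and, chosen after seeing the data, 83 with loci under 200 bases left out. With 1 rat left out it was 17, 24 and 20 without vehicle rats 3, 9 and 11 and 62, 28 and 14 without olanzapine rats 4, 10 and 12. Casq2, Ankrd2 and Homer2 passed in each of these 6 fits, whereas with any 1 rat left out the adjusted p of Hras1 lay between 0.0715 and 0.154 and missed 0.05, and Fbxl4, Car3 and ENSRNOG00000018301 also missed it in all 6, the last at 0.0607 to 0.112. Actc1 passed only without olanzapine rat 10 and Wnt16 only without vehicle rat 9. With all rats kept, calls also ended for Hras1, Fbxl4, Car3, Actc1 and Wnt16 with no filter on low values (0.0581 to 0.137) and with median-ratio size factors (0.0563 to 0.0836), Actc1 with each rat scaled to the same total without the 50 most abundant genes (0.0593), and Hras1, Fbxl4, Actc1 and Wnt16 with no trend in the variance (0.0536 to 0.0598).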

Of 26,406 genes in the rat genome build we used, 1451 genes were determined to be significantly different due to olanzapine (S1 Table and S2 Table). However 104 of the p<0.05 genes were not studied further because the data from DEGexp were flagged (“#Value!”, S2 Table) due to no detectable counts in one or more animal (S1 Table).

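The Poisson test called 139 genes that were at 0 in at least 1 rat. In the authors' deposited table 152 of the 1450 marked genes were at 0 in at least 1 rat, and 103 were at 0 in every rat of a group and have no number as fold change. Some of these zeros stand beside high values of the same gene. MT-ND4L, a mitochondrially encoded subunit of complex I, was listed at 0 in 5 rats and at 8478 FPKM in olanzapine rat 12. ENSRNOG00000048780 was at 392, 224 and 167 FPKM in vehicle rats 3, 9 and 11, at 78.4 FPKM in olanzapine rat 10 and listed at 0 in olanzapine rats 4 and 12. Together 31 genes of at least 200 bases were at 0 in some rat and at 10 FPKM or more in another, and 20 of these had a Poisson p under 0.05.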

We next sought to compare genes with statistically different changes due to OLZ according to DEG-Seq to QT-RTPCR data. Our goal was to examine compare these two over different FKPM bin ranges (e.g., with one value below 10,10–100, 100–1000, 1000–10,000 and >10,000) compared to a QT-RTPCR (Fig 1). We endeavored to have at least one OLZ and one Control value in different bins so that more bins could be evaluated. *Ostn*, *Pvalb and Tpm1* expression was significantly elevated by olanzapine treatment based on RNA-Seq and exhibited close proportionally elevated changes based on QT-RTPCR assays using *Eef2* expression as a normalizer. 

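Ostn, the secreted muscle peptide osteocrin, was at 11.8 ± 12.4 FPKM (SD, n = 3) in the vehicle rats and 43.9 ± 7.39 FPKM (SD, n = 3) in the olanzapine rats. Its log2 fold change was 2.26 with a standard error of 0.58 (adjusted p = 0.177 from limma). Pvalb, the calcium buffer parvalbumin of fast fibers, was at 1778 ± 779 FPKM in the vehicle rats and 5568 ± 1658 FPKM in the olanzapine rats (log2 fold change 1.72, standard error 0.39, adjusted p = 0.132). Tpm1, the alpha-tropomyosin of fast fibers, was at 7939 ± 1432 FPKM in the vehicle rats and 16186 ± 2322 FPKM in the olanzapine rats (log2 fold change 1.03, standard error 0.25, adjusted p = 0.162). In all 3 genes every olanzapine rat lay above every vehicle rat, and none of the 3 passed the test over all genes. These genes were chosen by the study for RT-PCR on the same RNA, so adjustment over the 7 genes alone, where 3 were higher and 4 lower, is not independent evidence. For Ostn, with 1 rat left out its adjusted p lay between 0.00599 and 0.483 and was under 0.05 only without vehicle rat 3.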

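Of the genes that the study chose for RT-PCR, 3 fell over all genes tested. Casq2 had the smallest adjusted p of them. Tnni1, slow skeletal troponin I, was at 1595 ± 314 FPKM (SD, n = 3) in the vehicle rats and 313 ± 162 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -2.46, standard error 0.35, adjusted p = 0.0294). Atp2a2, the SERCA2 calcium pump of slow fibers and heart, lies on chromosome 12 of Rn5 from 41435156 to 41482924 and was at 793 ± 122 FPKM in the vehicle rats and 115 ± 82.8 FPKM in the olanzapine rats (log2 fold change -2.99, standard error 0.42, adjusted p = 0.0279). Lpl, lipoprotein lipase, had a log2 fold change of -1.83 with a standard error of 0.37, and missed the test (adjusted p = 0.0957) although every olanzapine rat lay below every vehicle rat. For Tnni1, with 1 rat left out its adjusted p lay between 0.00545 and 0.164 and was under 0.05 only without olanzapine rat 4 or olanzapine rat 10, and Atp2a2 passed in those fits alone too. Both also missed it with no filter on low values (adjusted p = 0.0874). For Lpl, with 1 rat left out its adjusted p lay between 0.0311 and 0.284 and was under 0.05 only without olanzapine rat 4.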

Consistently, olanzapine similarly decreased the expression of *Tnni1*, *Casq2*, *Lpl* and *Atpa2* as determined by either RNA-Seq or QT-RTPCR. The effects of olanzapine based on these two methods were highly correlated (r2 = 0.98, S1 Fig). Thus, these findings suggested that our RNA-Seq data were similarly quantitative as QT-RTPCR, albeit the QT-RTPCR data generally exhibited comparatively higher normalized standard deviations (not shown) as reflected in the size of the standard errors (Fig 1). A weakness is that we did not study QT-RTPCR of genes with lower % FKPM changes, however our conclusions in the results below about affected pathways are largely based on changes in many rather than individual genes. Furthermore, other studies have demonstrated that RNA-Seq is highly accurate for quantifying expression levels [33].

**Fig 1:**
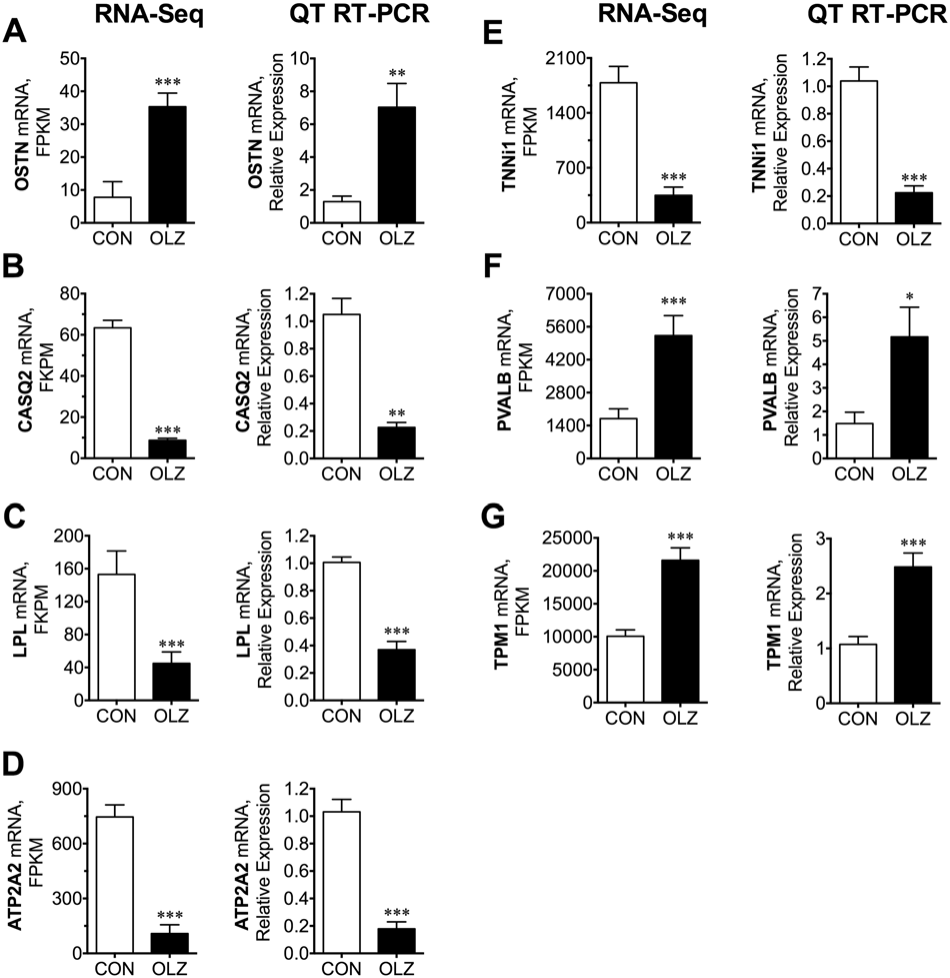
Comparison of RNA-Seq to QT-RTPCR for selected gastrocnemius muscle genes affected by olanzapine infusion. Genes significantly affected by olanzapine infusion based on RNA-Seq were selected for QT-RTPCR analysis using TaqMan gene expression assays using the same preparation of RNA. Genes were selected so that different FKPM size bins (1–10: *OSTN*; 10–99: *OSTN*, *Casq2*, *Lpl*; 100–999: *Lpl*, *Atp2a2*, *Tnni1*, 1000–9000: Tnni, Pvalb; >9000: Tpm1) were represented. The bars show mean± SE. Statistical significance was determined using the DEGSeq R package, which takes into consideration the variability of all of the genes analyzed. QT-RTPCR differences were analyzed using Student’s t-test. Asterisk symbols indicate a significant difference compared to control, *: p <0.05, **: p<0.01, ***: p<0.001)

### Olanzapine alters skeletal muscle fiber type genes

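Of 21 genes of the sarcomere and calcium handling of slow fibers, listed before the data were examined, 16 fell in the olanzapine rats, none rose and 5 did not pass the test. Most of the 16 also stand in Table 1, which the study chose on these rats. Adjusted over the list alone, 19 were lower and 1 was higher. The median log2 fold change was -2.38. The members that did not pass include Myl6b and Tnnc1, both lower, and Pln, phospholamban, at a log2 fold change of 0.75. Myl6b passed only with a filter at a mean of 10 FPKM or without olanzapine rat 4, among settings whose adjusted p ran from 0.00521 to 0.416. Tnnc1 passed only with a filter at a mean of 10 FPKM, with each rat scaled to the same total or without olanzapine rat 4, among settings whose adjusted p ran from 0.0227 to 0.319. Of 20 measured genes of fast fibers, none passed over all genes with limma, where 10 were higher and 1 lower without overlap of the groups and chance gives 10%. Adjusted over the list alone, 8 fast genes were higher and 1 was lower, with a median of 0.66. The fast list held 8 higher and 1 lower at an unadjusted p under 0.05 and 14 higher and 1 lower by the Poisson test. Limma's camera, which compares a list with all other genes at a preset correlation of 0.01, gave an adjusted p = 4.24e-21 for the slow list and 1.01e-08 for the fast list. These became adjusted p = 0.376 and 0.531 with an estimated correlation, and no list kept its camera call with one. Limma's fry tests whether the genes of a list changed in 1 direction, without comparing them with other genes. It gave an unadjusted p = 0.00179 for the slow list and 0.0257 for the fast list. For complex I and cytosolic ribosomal proteins, also called by camera at the preset correlation, fry gave an unadjusted p = 0.375 and 0.0775. The count of 16 was 2, 2 and 3 without vehicle rats 3, 9 and 11 and 18, 6 and 3 without olanzapine rats 4, 10 and 12. Other splits of the 6 rats gave up to 26 lists by camera, against 24 in the real split.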

Bioinformatic analysis of the RNA-Seq data indicates that olanzapine is causing a muscle fiber type transition to the most glycolytic and fastest twitch fiber type (IIb). Multiple lines of evidence support this. 

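Myh7, the type I myosin heavy chain of slow fibers on chromosome 15 of Rn5 from 37521020 to 37542688, fell from 653 ± 102 FPKM (SD, n = 3) in the vehicle rats to 88.1 ± 75.3 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -3.22, standard error 0.52, adjusted p = 0.0442). Myh10, a nonmuscle myosin, also fell (log2 fold change -2.07, adjusted p = 0.00399). Myh2, the IIa heavy chain, was at 361 ± 98.4 FPKM in the vehicle rats and 90.2 ± 40.8 FPKM in the olanzapine rats without overlap and missed the threshold (log2 fold change -2.07, adjusted p = 0.0660). Myh1, the IIx heavy chain, was at 1245 ± 202 FPKM in the vehicle rats and 788 ± 89.9 FPKM in the olanzapine rats (log2 fold change -0.65, adjusted p = 0.250), and Myh4, the IIb heavy chain, at 1645 ± 1059.7 FPKM in the vehicle rats and 2998 ± 645 FPKM in the olanzapine rats (log2 fold change 1.19, adjusted p = 0.424). Vehicle rat 3 had 425 FPKM of Myh4 and vehicle rats 9 and 11 had 2341 and 2168 FPKM, and the log2 fold change of Myh4 was 0.39 without vehicle rat 3. Of the FPKM of these 4 adult chains, Myh7 made up 17.9% ± 7.13 (SD, n = 3) in the vehicle rats and 2.21% ± 1.72 (SD, n = 3) in the olanzapine rats, and Myh2 9.21% ± 0.226 (SD, n = 3) in the vehicle rats and 2.21% ± 0.778 (SD, n = 3) in the olanzapine rats. The share of Myh4 was 38.9% ± 20.8 (SD, n = 3) in the vehicle rats and 75.1% ± 4.65 (SD, n = 3) in the olanzapine rats, and that of Myh1 34.1% ± 13.9 (SD, n = 3) in the vehicle rats and 20.4% ± 5.60 (SD, n = 3) in the olanzapine rats. The exact permutation test of each share, both sides, gave p = 0.1 for Myh7, Myh2 and Myh4, the smallest that 3 rats against 3 allow, and p = 0.2 for Myh1. Myh1, Myh2 and Myh4 are neighbors of similar sequence on chromosome 10, so reads that match more than 1 of them are not in the values. For Myh7, with 1 rat left out its adjusted p lay between 0.00419 and 0.224 and was under 0.05 only without olanzapine rat 4, while Myh10 passed in all 6 such fits. The call of Myh7 also ended with all rats kept, with no filter on low values (0.134), with median-ratio size factors (0.0704) and with no trend in the variance (0.0547). For Myh2, with 1 rat left out its adjusted p lay between 0.0493 and 0.192 and was under 0.05 only without olanzapine rat 4.

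**Figure D1:**
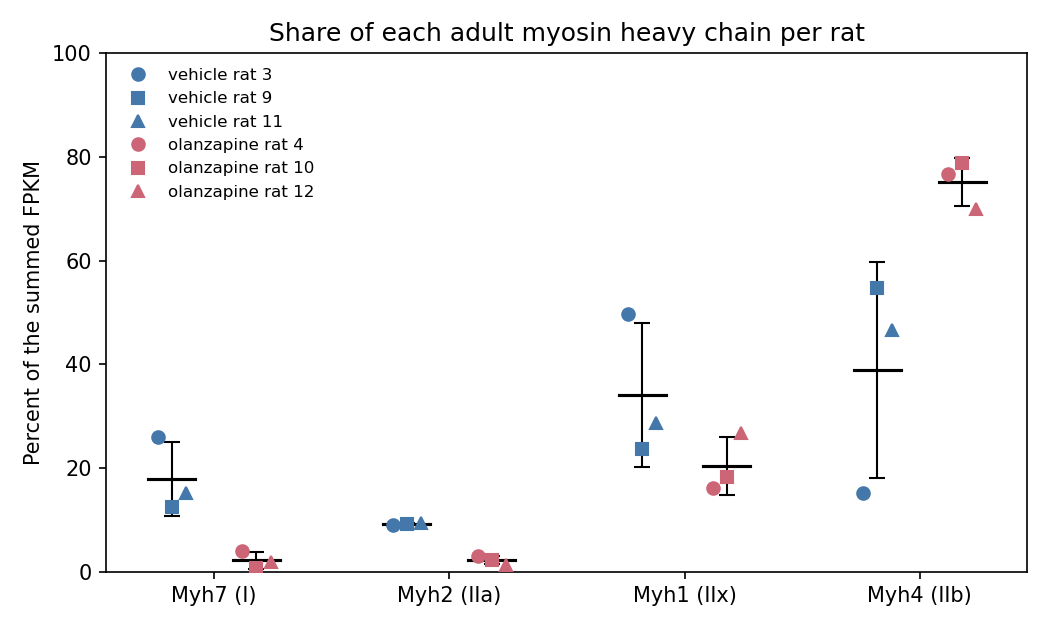
Share of each adult myosin heavy chain in the summed FPKM of Myh7, Myh2, Myh1 and Myh4 (percent, vertical axis) in each of 3 vehicle and 3 olanzapine rats, with the mean (long line) and SD (bars). The Myh4 share of the olanzapine rats lies between 69.9% and 78.8%, above all 3 vehicle rats, and their Myh7 share between 0.695% and 4.08%, below all 3.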

The first is an observed decrease in the genes for a number of myosin heavy chain genes and an increase in myosin heavy chain 4, *Myh4* (Table 1). 

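Several slow isoforms of the thin filament, the light chains and the Z disc fell, while Tnnc1, slow troponin C, and the light chain Myl6b did not pass the test (adjusted p = 0.0839 and 0.0957). Tnnt1, slow troponin T, was at 2021 ± 657 FPKM (SD, n = 3) in the vehicle rats and 309 ± 209.5 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -2.87, adjusted p = 0.0380), and Tpm3, slow tropomyosin, at 1219 ± 321 FPKM in the vehicle rats and 215 ± 140.4 FPKM in the olanzapine rats (log2 fold change -2.66, adjusted p = 0.0376). Myl2 and Myl3, the slow regulatory and essential light chains, had log2 fold changes of -2.38 (adjusted p = 0.0442) and -2.28 (adjusted p = 0.0279). Actn2, an alpha-actinin of the Z disc, was at 1112 ± 21.9 FPKM in the vehicle rats and 393 ± 91.5 FPKM in the olanzapine rats (log2 fold change -1.52, adjusted p = 0.0279), and Myom3, a myomesin of the M band, at 42.3 ± 5.86 FPKM in the vehicle rats and 6.12 ± 5.80 FPKM in the olanzapine rats (log2 fold change -2.90, adjusted p = 0.0449). Sln, sarcolipin, an inhibitor of the calcium pump, fell as well (log2 fold change -2.27, adjusted p = 0.0306). The fast counterparts Tnni2 (log2 fold change 0.88, adjusted p = 0.223), Tnnt3 (log2 fold change 0.56, adjusted p = 0.419), Tnnc2 (log2 fold change 0.69, adjusted p = 0.295), Mylpf (log2 fold change 1.27, adjusted p = 0.117), Actn3 (log2 fold change 0.63, adjusted p = 0.418), Casq1 (log2 fold change 0.83, adjusted p = 0.282) and Atp2a1, the fast SERCA1 pump (log2 fold change 0.22, adjusted p = 0.698), had positive values that did not pass the test. Mylpf passed only with a filter at a mean of 10 FPKM, among settings whose adjusted p ran from 0.0427 to 0.416. Tnnt3 was at 0.36 without olanzapine rat 10, and Atp2a1 at 0.09 without vehicle rat 11 and 0.37 without vehicle rat 9 on the log2 scale. The slow isoforms Tnnc1, Tnni1 and Tnnt1 made up 15.7% ± 4.47 (SD, n = 3) in the vehicle rats and 2.33% ± 1.83 (SD, n = 3) in the olanzapine rats of the FPKM of slow and fast troponins, and Atp2a2 made up 10.2% ± 2.50 (SD, n = 3) in the vehicle rats and 1.38% ± 0.940 (SD, n = 3) in the olanzapine rats of that of Atp2a1 and Atp2a2 (exact permutation test, both sides, p = 0.1 for each, the smallest possible). Tnnt1, Tpm3, Myl2, Myl3, Actn2 and Myom3 each missed an adjusted p of 0.05 when vehicle rat 3, 9 or 11 or olanzapine rat 10 or 12 was left out, and Sln without vehicle rat 3 or 9 or olanzapine rat 10 or 12. With all rats kept, calls also ended for Tnnt1, Tpm3, Myl2, Myl3, Actn2, Myom3 and Sln with no filter on low values (0.0666 to 0.159), Tnnt1, Tpm3, Myl2, Myom3 and Sln with median-ratio size factors (0.0516 to 0.0733), and Myom3 with no trend in the variance (0.0558).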

The second is altered expression of other genes and isoforms that comprise fiber type specific components of the muscle sarcomere and muscle cation transporters (Table 1). The categorization of these genes as slow or fast is based on literature along with annotation from the RGD and Genecard databases. Based on these sources, FG fibers (e.g., IIb) normally express higher levels of Actin 3 (*Actn3*), Na^+^/K^+^-ATPase subunit isoform 2B (*Atp1b2)*, Serca1 (ATPase, Ca^2+^ transporting, cardiac muscle, fast twitch 1;a.k.a., *Atp1a1*), calsequestrin 1 (fast-twitch, skeletal muscle; *Casq1*), myosin, light chain 1, alkali; skeletal, fast (*Myl1*), myosin light chain, (phosphorylatable, fast skeletal muscle; *Mylpf*), myosin binding protein C, fast type (Mybpc2), myomesin 2 (a.k.a. M-protein; *Myom2*), myozenin 1 (a.k.a. calsarcin 2; *Myoz1*), parvalbumin (*Pvalb*), troponin C type 2 (fast;*Tnnc2*), fast skeletal muscle troponin I (*Tnni2*), fast skeletal muscle troponin T gene (*Tnnt3*) and fast twitch tropomyosin 1 (*Tpm1*) [34–48].

**Table 1:** Olanzapine shifts expression of genes associated with skeletal muscle fiber type.

Fast twitch/ type IIb genes				Slow twitch or intermediate fiber type genes			
Gene name	Vehicle, FPKM	Olanzapine, FPKM	Normalized fold change	Gene Name	Vehicle, FPKM	Olanzapine, FPKM	Normalized fold change
*Actn3*	2145±503	3194±379	+1.4	*Actn2*	1259±5	451±60	-2.9
*Atp1b2* *	105±26	162±4.3	+1.5	*Atp1b1* * *Atp1a1*	104±21 34±1.3	32±6 23±4.0	-3.4 -1.5
*Atp2a1*	7138±811	8284±766	+1.2	*Atp2a2* *	793±71	115±48	-7.1
*Casq1*	1307±218	2295±307	+1.8	*Casq2*	65±4.5	9.2±1.1	-7.3
				*Csrp3*	419±87	84±16	-5.2
*Fhl3*	167±31	328±63	+2.0	*Fhl1*	1913±20	491±98	-4.0
				*Mb*	11791±2736	7193±1471	-1.7
*Mybpc2*	844±113	1208±149	+1.4	*Mybpc1*	1024±63	469±47	-2.3
*Mybph*	114±41	229±71	+1.9				
*Myh4* (type IIb)	1644±612	2998±373	+1.8	*Myh1* (IIx)	1245±117	787±52	-1.6
				*Myh2* (IIa)	361±57	790±24	-4.2
				*Myh3*	8.8±2.2	2.2±0.7	-8.6
				*Myh6*	11±2.4	2.7±0.2	-4.3
				*Myh7* (I)	653±59	88±44	-7.7
				*Myh7b*	4.4±0.6	0.66±0.28	-6.9
				*Myh8*	9.9±2.3	5.3±0.3	-1.9
				*Myh10* *	9.2±0.7	1.4±0.2	-6.6
*Myl1*	12213±951	19839±1339	+1.6	*Myl2*	12267±2974	2364±583	-5.4
*Mylpf*	15708±1019	38303±5017	+2.4	*Myl3*	3398±602	708±153	-5.0
				*Myl6b*	312±43	65±32	-5.0
				*Myl12a*	389±55	215±22	-1.9
*Myom2*	270±46	256±32	N.S.	*Myom3*	42±3.4	7.1±4.0	-7.2
				*Myom1*	144±9	114±10	-1.3
				*Myog*	25±2	12±0.6	-2.3
*Myoz1*	1354±187	2426±345	+1.8	*Myoz2*	571±83	115±42	-5.1
*Pvalb*	1778±450	5568±958	+3.0				
				*Obscn*	93±18	71±6	-1.4
*Tnnc2*	8963±518	14528±1422	+1.6	*Tnnc1*	2129±331	486±176	-4.6
*Tnni2*	9604±504	17974±2203	+1.8	*Tnni1*	1595±181	313±93	-5.3
*Tnnt3*	12592±882	18845±2840	+1.5	*Tnnt1*	2020±380	309±121	-6.8
*Tpm1*	7939±828	16186±1342	+2.0	*Tpm2*	5455±74	3561±74	-1.6
				*Tpm3*	1218±186	215±81	-5.9

Isoforms of fast and slow twitch muscle fiber genes with statistically significant changes when comparing Vehicle and Olanzapine groups are indicated by the presence of a normalized fold change value. Data are means plus or minus (±) SE of the fragments per kilobase of exon per million fragments mapped values (FKPM). N.S. indicates no significant difference. An asterisk(*) indicates a prioritized T2D or obesity candidate gene [49].

In contradistinction to FG fibers, SO fibers express more Actin 2 (*Actn2*), *Atp1a1*, *Atp1b1* (isoforms of Na^+^/K^+^-ATPase subunits), *Atp2a2 (also called Serca2*: ATPase, Ca^++^ Transporting, Cardiac Muscle, Slow Twitch 2), calsequestrin 2 (*Casq2*), Four-And-A-Half LIM Domains 1 (a.k.a. SLIM1, *Fhl1*), myoglobin (*MB*), myosin binding protein C, slow type (*Mybpc1*), myosin, light chain 2, regulatory, cardiac, slow (*Myl2*), myosin, light chain 3, alkali; ventricular, skeletal, slow (*Myl3*), myomesin 3 (*Myom3*), myogenin (*Myog*), myozenin 2 (a.k.a. calsarcin-1, *Myoz2*), obscurin (*Obscn*), troponin C type 1, slow (*Tnnc1*), troponin I type 1,skeletal, slow (*Tnni1*), tropomyosin 2 beta (*TPM2*) and tropomyosin 3 (*Tpm3*) genes [35, 40, 42, 46, 47, 50–54]. Thus, olanzapine infusion reduced the expression of genes encoding contractile and cation transport isoforms found in slow or less glycolytic fast fibers (type 1 & non-IIb, a.k.a., SO & FOG) and up regulated those coding for the most glycolytic type of the fast fibers, type IIb (Table 1). 

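All 31 slow or intermediate genes of Table 1 were measured and all 31 had a log2 fold change below 0, with a median of -2.07. At an adjusted p under 0.05 over all genes 16 fell and none rose, and 28 were lower when adjusted over the list alone. Fhl1, a LIM protein of slow fibers, fell from 1913 ± 34.0 FPKM to 490.5 ± 169.7 FPKM (SD, n = 3 each; log2 fold change -2.01, adjusted p = 0.0193), while Mb, myoglobin, at 11791 ± 4733 FPKM in the vehicle rats and 7192 ± 2546 FPKM in the olanzapine rats (log2 fold change -0.70, adjusted p = 0.430), and Tpm2 (log2 fold change -0.62, adjusted p = 0.250) did not pass. Mb was at -0.39 without vehicle rat 3 on the log2 scale. Of the 17 fast genes of Table 1, 16 had a log2 fold change above 0, with a median of 0.83. None passed over all genes with limma, against 10 higher and 0 lower at an unadjusted p under 0.05 and 16 higher and 0 lower by the Poisson test, and 9 were higher when adjusted over the list alone. Myom2, the fast gene below 0, had a log2 fold change of -0.05, and of 0.10 with median-ratio size factors and 0.11 without vehicle rat 9. The study chose both lists on these rats, so their direction is not independent evidence. Camera gave adjusted p = 7.20e-29 and 1.44e-13, or adjusted p = 0.117 and 0.144 with an estimated correlation. Without vehicle rats 3, 9 and 11 the slow count of 16 was 3, 2 and 2, and without olanzapine rats 4, 10 and 12 it was 19, 6 and 2. For Fhl1, with 1 rat left out its adjusted p lay between 0.00475 and 0.109 and was under 0.05 only without olanzapine rat 4 or olanzapine rat 10. From the lower contractile and cation transport isoforms of slow and less glycolytic fibers and the higher isoforms of type IIb fibers, the paper proposes that olanzapine is beginning a transition of fiber type toward IIb.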

Notably, two of the affected Na^+^/K^+^-ATPase subunits along with the calcium ATPase, Serca2, have been designated as obesity or T2D candidate genes [49]. Olanzapine also decreased the expression of the gene coding for Muscle LIM protein (*CRP3*, *Csrp3*) which is involved in slow myosin heavy chain expression and fast to slow fiber transitions [55]. 

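Csrp3, the muscle LIM protein on chromosome 1 of Rn5 from 105206459 to 105217109, fell from 419 ± 149.8 FPKM (SD, n = 3) in the vehicle rats to 84.0 ± 27.3 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -2.31, standard error 0.32, adjusted p = 0.0279). Each olanzapine rat lay below each vehicle rat. Lmcd1, another LIM domain protein, was at 125 ± 5.84 FPKM in the vehicle rats and 29.7 ± 10.5 FPKM in the olanzapine rats (log2 fold change -2.11, adjusted p = 0.0197). For Csrp3, with 1 rat left out its adjusted p lay between 0.0397 and 0.107 and was under 0.05 only without olanzapine rat 4 or olanzapine rat 10, and with all rats kept its call ended with no filter on low values (0.0793) and with median-ratio size factors (0.0516). Lmcd1 missed 0.05 without vehicle rat 3, 9 or 11.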

While adult rat gastrocnemius is generally considered a mixed muscle, its fiber composition already contains a majority of FG fibers [56]. That explains why the magnitude of the change in IIb-related genes was generally less than the magnitude of lowering of slower twitch fiber associated genes.

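The genes of the slow list that fell the most were Myh7 (log2 fold change -3.22) and Ankrd2 (-3.21), and their order turned in a fit with 1 rat left out. The largest value of the fast list was that of Pvalb. On the log2 scale the slow list spanned -3.22 to 0.75 and the fast list -0.65 to 1.72. In the vehicle rats the fast isoform was the more abundant in 3 pairs. Atp2a1 was at 7138 ± 1404 FPKM, Tnni2 at 9604 ± 873 FPKM and Casq1 at 1307 ± 378 FPKM (SD, n = 3 each), above Atp2a2, Tnni1 and Casq2 in the same rats. Other pairs went the other way in the mean. Slow Mybpc1 was at 1025 ± 109 FPKM and fast Mybpc2 at 844 ± 196 FPKM (SD, n = 3 each), and Ldhb was above Ldha. The medians of the lists were compared without a test.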

### Metabolic gene expression in skeletal muscle after olanzapine

Pathway analyses revealed significant changes in glycolysis (p = 1.3E-7), the citrate cycle (TCA cycle, p = 7.7e-14), fatty acid metabolic processes (p = 6.4e-7), and oxidative phosphorylation (p = 1.8e-38) including fatty acid and branched chain amino acid oxidation (p = 1.8e-7). 

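Most genes of glycolysis were higher in the olanzapine rats, though none passed the test alone. Of 19 measured genes of glycogen breakdown and glycolysis, 17 had a log2 fold change above 0, with a median of 0.38. Pgam2, muscle phosphoglycerate mutase, was at 3621 ± 285 FPKM (SD, n = 3) in the vehicle rats and 6534 ± 1639 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change 0.82, standard error 0.25, adjusted p = 0.240). Pgk1, phosphoglycerate kinase (log2 fold change 0.70, adjusted p = 0.221), and Fbp2, muscle fructose bisphosphatase of the reverse pathway (log2 fold change 1.17, adjusted p = 0.218), also had higher values in every olanzapine rat. Aldoa (log2 fold change 0.54, adjusted p = 0.425), Eno3 (log2 fold change 0.49, adjusted p = 0.434) and Pygm, muscle glycogen phosphorylase (log2 fold change 0.31, adjusted p = 0.606), had smaller positive values, and Pfkm, muscle phosphofructokinase, was at 0.07, or -0.05 without olanzapine rat 10. Fbp2 was at 0.76 without olanzapine rat 10, Aldoa at 0.36 without vehicle rat 11, Eno3 at 0.28 without olanzapine rat 10, and Pygm at 0.14 without olanzapine rat 10 and 0.50 without vehicle rat 9 on the log2 scale. With limma 0 genes of the list passed over all genes and 0 when adjusted over the list alone, against 7 higher and 1 lower at an unadjusted p under 0.05 and 13 higher and 1 lower by the Poisson test. Camera gave an adjusted p = 2.26e-07, and adjusted p = 0.552 with an estimated correlation.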

Consistent with a slower to faster fiber type transition, olanzapine increased the expression of most genes in glycolysis (Fig 2A, S3 Table). However, a rate-controlling step in glycolysis, catalyzed by the skeletal muscle isoform of hexokinase (*HK2*), decreased -1.9 fold (Fig 2A, S3 Table). This may be related to the observation that muscle hexokinase, *HK2*, is expressed at higher levels in slower compared to more glycolytic fibers, e.g.: [57]. 

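Hk2, hexokinase 2, which phosphorylates glucose on entry into the fiber, lies on chromosome 4 of Rn5 from 178239349 to 178288251. It was at 16.0 ± 6.32 FPKM (SD, n = 3) in the vehicle rats and 8.62 ± 2.70 FPKM (SD, n = 3) in the olanzapine rats. The log2 fold change of -0.80 had a standard error of 0.31 and did not pass the test (adjusted p = 0.328 from limma), although the 3 olanzapine rats lay below the 3 vehicle rats. It was -0.52 without vehicle rat 11.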

Notably, muscle hexokinase activity is also depressed in insulin resistance and diabetes [58, 59]. Therefore changes in HK2 are also consistent with the concept of a slow to fast twitch fiber type transition and olanzapine’s effect on (Fig 3). FG fibers are more likely to convert pyruvate from glycolysis to lactate and export the lactate rather than oxidizing the pyruvate in mitochondria. Thus consistent with a fiber type transition being underway, olanzapine increased the expression of *Ldha* and *Slc16a3* normally involved in non-oxidative glucose metabolism and cellular lactate efflux, and decreased expression of the genes coding isoforms of lactate dehydrogenase and lactate transporter that have been associated with increased lactate influx and metabolism, *Ldhb and Slc16a1* (also called *MCT1*, see Fig 2A) [60]. 

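Ldhb, the heart-type lactate dehydrogenase subunit, was at 463 ± 172 FPKM (SD, n = 3) in the vehicle rats and 96.6 ± 51.3 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -2.32, standard error 0.39, adjusted p = 0.0525). Ldha, the muscle-type subunit, was at 179 ± 17.7 FPKM in the vehicle rats and 268 ± 35.7 FPKM in the olanzapine rats (log2 fold change 0.57, adjusted p = 0.250). Ldhb made up 70.7% ± 8.58 (SD, n = 3) in the vehicle rats and 26.0% ± 12.4 (SD, n = 3) in the olanzapine rats of the FPKM of both subunits (exact permutation test, both sides, p = 0.1, the smallest that 3 rats against 3 allow). The monocarboxylate transporters went opposite ways in their means: Slc16a1 was at 35.9 ± 8.79 FPKM in the vehicle rats and 14.4 ± 2.98 FPKM in the olanzapine rats (log2 fold change -1.25, adjusted p = 0.0752) and Slc16a3 at 132 ± 7.03 FPKM in the vehicle rats and 177 ± 66.2 FPKM in the olanzapine rats (log2 fold change 0.36, adjusted p = 0.532). None of these 4 genes passed over all genes tested, and the groups of Slc16a3 overlapped. Slc16a3 was at 0.08 without olanzapine rat 10 and 0.57 without olanzapine rat 4 on the log2 scale. Slc16a1 passed only with a filter at a mean of 10 FPKM, among settings whose adjusted p ran from 0.0299 to 0.284. Ldhb passed with a pseudocount of 0.1 FPKM, with a filter at a mean of 10 FPKM and with each rat scaled to the same total, with or without the 50 most abundant genes (adjusted p from 0.0205 to 0.0430). With 1 rat left out it passed only without olanzapine rat 4, with adjusted p from 0.0179 to 0.186.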

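Ckm, the muscle creatine kinase that buffers ATP, was among the most abundant transcripts of both groups. It was at 24855 ± 4567 FPKM (SD, n = 3) in the olanzapine rats, against the value of the vehicle rats given among the most abundant genes. The groups overlapped, and the log2 fold change of 0.27 (standard error 0.27, adjusted p = 0.662 from limma) was no larger than the spread between rats, at 0.13 without olanzapine rat 10 and 0.40 without vehicle rat 9.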

Creatine kinase gene expression (*CKM*) was also increased by olanzapine (S1 Table and S2 Table), this too is associated with fiber type switching and anaerobic ATP formation in T2D [61].

**Fig 2:**
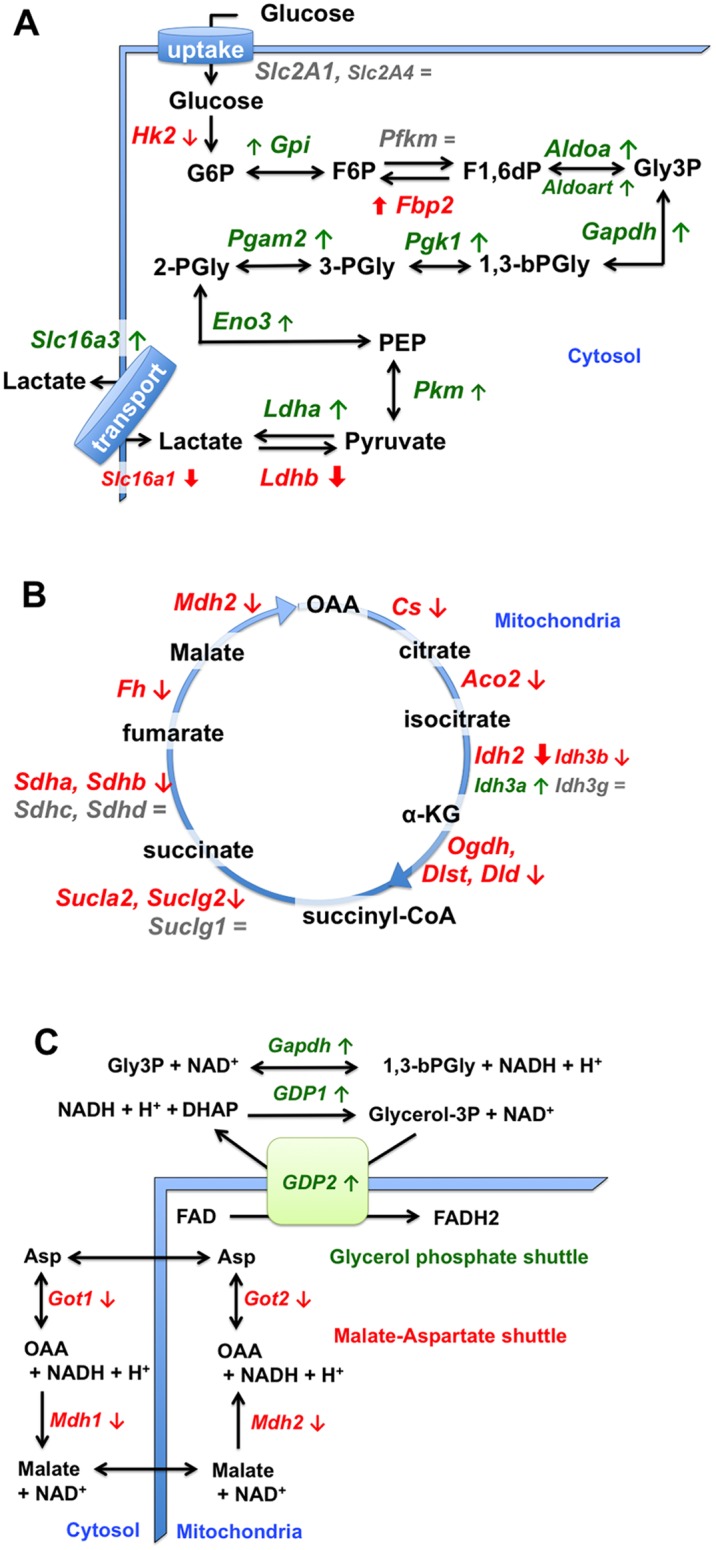
Changes in glycolytic, TCA cycle and mitochondrial shuttle genes in gastrocnemius muscle after olanzapine infusion. Effects of olanzapine infusion on muscle gene expression are shown for the glycolysis pathway (A), citric acid (TCA) cycle (B) and two mitochondrial shuttles (C; the mitochondrial malate, *SLC25A11*, and aspartate, *SLC25A13*, transporters were not affected). The blue lines indicate the sarcolemma (A) or the mitochondrial membrane (C). Metabolites and glycolytic intermediates are shown in black font; gene names are *italicized*. Arrows indicate an increase (↑,**⬆**) or decrease (↓,**⬇**) in gene expression due to olanzapine infusion; bold arrows indicate a larger magnitude of change. Gray font and equal sign (=) indicates no significant change. Colored font indicates a change predicted to oppose (red) or promote (green) the pathway. Where the abundance of two isoforms is different, the font size is smaller for the isoform where the FPKM has a lower value (S3 Table).

**Fig 3:**
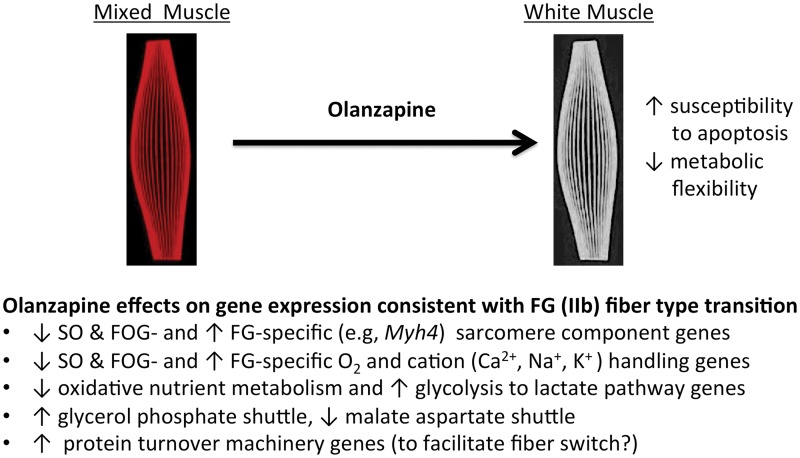
Simplified schematic summarization of muscle fiber types and the pathways affected by olanzapine infusion in skeletal muscle. Striated skeletal muscle fibers can be categorized into three or more different types such as (1) slow-twitch oxidative (SO, red), type I, (2) fast-twitch oxidative-glycolytic (FOG, intermediate twitch) and in rats (3) the fastest-twitch glycolytic (FG, white), type IIb. Gastrocnemius, the muscle examined in this paper, normally contains all of these. Fiber types differ in twitch speed and metabolic flexibility. They are frequently categorized into the above types based one or more of the following: myosin heavy chain isoform content or myosin ATPase activity or gene expression. Compared to SO fibers, FG fibers have: (a) fewer mitochondria, reduced vascularity and myoglobin (*Mb*) for O_2_ handling making them whiter in appearance compared to the redder SO fibers; (b) lower expression of genes in FFA, glucose and amino acid oxidation pathways, (c) increased expression of most genes in the glycolysis to lactate pathway; (d) different NADH shuttles; (e) fiber type specific expression of specific sarcomere components, and (f) specific isoforms of calcium and monovalent cation handling or transport proteins. Our data suggest that acute exposure to olanzapine is beginning a process that will eventually cause a fiber type transition from a mixed type to a whiter FG (IIb) type. Whiter muscle has been reported to be more susceptible than other fiber types to atrophy, and such fiber type transitions changes are associated with metabolic disease and obesity.

In contradistinction to the up-regulation of glycolysis, but consistent with an SO/FOG to FG transition, olanzapine depressed the expression of most TCA cycle genes (Fig 2B and S3 Table). 

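Of the 18 genes of the TCA cycle, listed beforehand, 14 had a log2 fold change below 0 and the median was -0.31 (-0.17 without vehicle rat 3, and -0.15 with median-ratio size factors). Cs, citrate synthase, was at 299 ± 32.6 FPKM (SD, n = 3) in the vehicle rats and 239 ± 39.8 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -0.33, adjusted p = 0.476). Ogdh, the first subunit of the 2-oxoglutarate dehydrogenase complex (log2 fold change -0.48, adjusted p = 0.420), and Suclg2, a subunit of succinyl-CoA ligase (log2 fold change -0.50, adjusted p = 0.286), had lower values in every olanzapine rat. Cs was at -0.22 without olanzapine rat 12, and Ogdh at -0.23 without olanzapine rat 12 on the log2 scale. With limma 0 genes passed over all genes, against 0 higher and 3 lower at an unadjusted p under 0.05 and 1 higher and 13 lower by the Poisson test, and 1, Idh2, was lower when adjusted over the list alone. The list missed the threshold with camera (adjusted p = 0.0632, and adjusted p = 0.700 with an estimated correlation). It passed camera under 4 other settings of the filter and the scaling, with adjusted p from 0.0156 to 0.0465, and without vehicle rat 9 (0.0312) or olanzapine rat 10 (0.00300), with adjusted p from 0.00300 to 0.539 with 1 rat left out.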

An exception was with isocitrate dehydrogenase (IDH) subunit genes. 

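Idh2, the mitochondrial NADP-dependent isocitrate dehydrogenase, was at 749.6 ± 166 FPKM (SD, n = 3) in the vehicle rats and 340.1 ± 26.1 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -1.12, standard error 0.20, adjusted p = 0.0702). It had the smallest p of the TCA cycle list and did not pass over all genes. Idh2 passed only with a filter at a mean of 10 FPKM or with each rat scaled to the same total without the 50 most abundant genes, among settings whose adjusted p ran from 0.0372 to 0.255. Idh3b, a regulatory subunit of the NAD-dependent enzyme, was at 349.7 ± 62.0 FPKM in the vehicle rats and 285 ± 21.6 FPKM in the olanzapine rats (log2 fold change -0.28, adjusted p = 0.523). Idh3a, its catalytic subunit, was at 189.9 ± 21.1 FPKM in the vehicle rats and 223 ± 56.0 FPKM in the olanzapine rats (log2 fold change 0.21, adjusted p = 0.669), and Idh3g at 259.9 ± 42.6 FPKM in the vehicle rats and 246 ± 29.7 FPKM in the olanzapine rats (log2 fold change -0.07, adjusted p = 0.881). The groups overlapped for Idh3a and Idh3g. Idh3b was at -0.14 without vehicle rat 3, and Idh3a at 0.01 without olanzapine rat 10 and 0.34 without olanzapine rat 12 on the log2 scale. The value of Idh3g turned to 0.08 with median-ratio size factors and to 0.06 without vehicle rat 3.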

*Idh3b*, *Idh3a* and *Idh3g* showed inconsistent changes or no significant difference, whereas *Idh3b*, an obesity candidate gene [49], was decreased, as was another IDH (*Idh2*, -2.3 fold) that is highly expressed in gastrocnemius (Fig 2B, S3 Table). However of the genes associated with the pyruvate dehydrogenase complex’s entry point into the TCA cycle, only Pdhb and Dld were decreased (S1 Table and S2 Table).

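Dld, the lipoamide dehydrogenase subunit, was at 84.0 ± 12.7 FPKM (SD, n = 3) in the vehicle rats and 58.5 ± 8.51 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -0.51, adjusted p = 0.315). Pdhb was at 176 ± 28.2 FPKM in the vehicle rats and 153 ± 7.94 FPKM in the olanzapine rats (log2 fold change -0.19, adjusted p = 0.638) and Pdha1 at 53.5 ± 7.07 FPKM in the vehicle rats and 45.5 ± 10.8 FPKM in the olanzapine rats (log2 fold change -0.24, adjusted p = 0.610), both with overlapping groups. Pdhb was at -0.31 without vehicle rat 9 and -0.08 without vehicle rat 3, and Pdha1 at -0.42 without olanzapine rat 10 and -0.10 without olanzapine rat 12 on the log2 scale. Pdk1, a kinase that inactivates the complex, was at 31.6 ± 7.23 FPKM in the vehicle rats and 14.0 ± 2.73 FPKM in the olanzapine rats (log2 fold change -1.11, adjusted p = 0.0856). Of 13 measured genes of the complex and its regulators, limma called 0 over all genes, against 0 higher and 2 lower at an unadjusted p under 0.05 and 1 higher and 3 lower by the Poisson test, and 1 lower, Pdk1, when adjusted over the list alone (median log2 fold change -0.19, camera adjusted p = 0.342). The median was -0.31, -0.09, -0.06 and -0.11 without vehicle rats 9 and 11 and olanzapine rats 4 and 12, and -0.04 with median-ratio size factors. Pdk1 passed only with a filter at a mean of 10 FPKM, with each rat scaled to the same total or with each rat scaled to the same total without the 50 most abundant genes, among settings whose adjusted p ran from 0.0362 to 0.195.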

Olanzapine shifted expression of the mitochondrial NAD^+^/NADH shuttles used to regenerate NAD^+^ for glycolysis (Fig 2C, S1 Table). Genes for the malate aspartate shuttle were decreased, whereas those for the glycerol phosphate shuttle were increased. 

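In the malate-aspartate shuttle, Got2, mitochondrial aspartate aminotransferase, was at 452 ± 47.2 FPKM (SD, n = 3) in the vehicle rats and 322 ± 44.6 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -0.49, adjusted p = 0.318). Mdh1 (log2 fold change -0.31, adjusted p = 0.505) and Got1 (log2 fold change -0.20, adjusted p = 0.695) were also lower in the mean with overlapping groups. Got1 was at -0.38 without vehicle rat 9 and -0.07 without olanzapine rat 12 on the log2 scale. Mdh2 (-0.10) and the carrier Slc25a12 (-0.04) were near 0 on the log2 scale and above 0 with median-ratio size factors, at 0.06 and 0.12. Mdh2 was at 0.01 without olanzapine rat 4 and Slc25a12 at 0.06 without vehicle rat 11. Slc25a11, the malate carrier, was at 0.04, at -0.01 when each rat was scaled to the same total and at -0.03 without vehicle rat 9. Slc25a13 was below the filter on low values, at 0.797 ± 0.319 FPKM in the vehicle rats and 0.558 ± 0.156 FPKM in the olanzapine rats. In the glycerol phosphate shuttle, Gpd1, the cytosolic dehydrogenase, was at 365 ± 62.5 FPKM in the vehicle rats and 554 ± 76.1 FPKM in the olanzapine rats (log2 fold change 0.61, adjusted p = 0.267) and Gpd2, its mitochondrial partner, at 19.1 ± 5.50 FPKM in the vehicle rats and 30.1 ± 6.66 FPKM in the olanzapine rats (log2 fold change 0.64, adjusted p = 0.332), while Gpd1l went the other way in the mean (log2 fold change -0.26). With limma 0 of the 6 measured malate-aspartate genes and 0 of the 3 glycerol phosphate genes passed over all genes. The first list held 0 higher and 1 lower at an unadjusted p under 0.05 and 0 higher and 4 lower by the Poisson test, and the second 2 higher and 0 lower at an unadjusted p under 0.05 and 2 higher and 0 lower by the Poisson test. Adjusted over the list alone, 0 of the first and 2 of the second, Gpd1 and Gpd2, passed. The medians were -0.15 and 0.61 (camera adjusted p = 0.456 and 0.0825), and the mean of the glycerol phosphate genes was 0.33. The malate-aspartate median was -0.09, -0.27, -0.09, -0.30 and -0.07 without vehicle rats 3 and 9 and olanzapine rats 4, 10 and 12, and 0.00 with median-ratio size factors. Without vehicle rat 9 the glycerol phosphate genes passed camera (adjusted p = 0.0281, from 0.0281 to 0.217 with 1 rat left out).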

The observed decrease in malate-aspartate shuttle is consistent with a the concept of a transition being underway to a less oxidative muscle fiber type [62].

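Genes of fatty acid uptake and oxidation were lower in the olanzapine rats as a group. Of 36 measured genes listed beforehand, 33 had a log2 fold change below 0, with a median of -0.50, and 21 were lower without overlap of the groups, where chance gives 10% in both directions together. Acss1, a mitochondrial acetyl-CoA synthetase of Table 2, fell from 20.4 ± 4.72 FPKM (SD, n = 3) to 4.69 ± 1.15 FPKM (SD, n = 3; log2 fold change -1.91, standard error 0.23, adjusted p = 0.0193). Over all genes limma called 0 of the 36, against 0 higher and 18 lower at an unadjusted p under 0.05 and 1 higher and 24 lower by the Poisson test, and 16 were lower when adjusted over the list alone. Camera gave an adjusted p = 4.16e-07, and adjusted p = 0.582 with an estimated correlation. Of the 27 genes of Table 2, which the study chose on these rats and which are not independent evidence, 1 fell and none rose over all genes, and 18 were lower when adjusted over the list alone (median -0.68, camera adjusted p = 6.82e-10, and adjusted p = 0.154 with an estimated correlation). Acss1 missed the threshold without vehicle rat 3 or 11 or olanzapine rat 12, with an adjusted p of up to 0.0749.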

Further consistent with a shift to a more glycolytic fiber type, sarcolemmal, cytosolic and mitochondrial genes coding for enzymes and transporters in lipid oxidation were reduced by olanzapine (Table 2). For example, *Lpl* that encodes lipoprotein lipase was -3.5 fold lower. Similarly, gene expression of the sarcolemmal fat transporters, FAT (*Slc27a1*) and fatty acid translocase (*Cd36)* were reduced along with the cytosolic muscle fatty acid binding protein (Fabp3) and enzymes that convert fatty acids to their respective acyl-CoAs were reduced, along with genes for fatty acyl-CoA mitochondrial transport and oxidation, including the rate-controlling step in muscle fatty acid oxidation (*Cpt1b*, Table 2). 

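Lpl lies on chromosome 16 of Rn5 from 22431493 to 22455871. It was at 174 ± 54.5 FPKM (SD, n = 3) in the vehicle rats and 51.2 ± 26.3 FPKM (SD, n = 3) in the olanzapine rats. The ratio of the means, vehicle over olanzapine, was 3.40, and the test of this gene over all genes is given with the RT-PCR genes.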

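Fabp3, the fatty acid binding protein of muscle and heart, was at 1386 ± 434 FPKM (SD, n = 3) in the vehicle rats and 633 ± 118 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -1.09, standard error 0.28, adjusted p = 0.177). Slc27a1, a fatty acid transport protein, was at 11.1 ± 1.85 FPKM in the vehicle rats and 4.17 ± 2.11 FPKM in the olanzapine rats (log2 fold change -1.32, adjusted p = 0.168), and Cd36 at 40.2 ± 13.5 FPKM in the vehicle rats and 24.0 ± 3.64 FPKM in the olanzapine rats (log2 fold change -0.68, adjusted p = 0.312). Cpt1b, the carnitine palmitoyltransferase at the outer mitochondrial membrane, was at 131 ± 18.1 FPKM in the vehicle rats and 90.9 ± 11.2 FPKM in the olanzapine rats (log2 fold change -0.52, adjusted p = 0.289), and Slc25a20, the carnitine-acylcarnitine carrier, at 84.3 ± 19.8 FPKM in the vehicle rats and 51.7 ± 3.07 FPKM in the olanzapine rats (log2 fold change -0.67, adjusted p = 0.247). Hadh, a dehydrogenase of beta-oxidation, was at 93.9 ± 22.4 FPKM in the vehicle rats and 48.9 ± 1.46 FPKM in the olanzapine rats (log2 fold change -0.90, adjusted p = 0.129), and Hadha, of the trifunctional protein, had a log2 fold change of -0.78 (adjusted p = 0.145). All 7 were lower in each olanzapine rat than in any vehicle rat, and none passed the test over all genes. Cd36 was at -0.43 without vehicle rat 3 on the log2 scale.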

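Ucp3, uncoupling protein 3 of the mitochondrial inner membrane, lies on chromosome 1 of Rn5 from 171683565 to 171697137 and was at 22.9 ± 12.2 FPKM (SD, n = 3) in the vehicle rats and 43.6 ± 31.3 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change 0.84, standard error 0.55, adjusted p = 0.513). The olanzapine rats ranged from 20.6 to 79.2 FPKM. Fabp4, the fatty acid binding protein of adipocytes and macrophages, was at 277 ± 42.7 FPKM in the vehicle rats and 383 ± 156 FPKM in the olanzapine rats (log2 fold change 0.38, standard error 0.31, adjusted p = 0.589). In both genes the groups overlapped, and neither passed the test over all genes. Ucp3 was at 0.31 without olanzapine rat 12, and Fabp4 at 0.11 without olanzapine rat 4 and 0.74 without olanzapine rat 10 on the log2 scale.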

In contradistinction, olanzapine infusion increased the expression the mitochondrial fatty acid transporter gene, *UCP3*, and that of the adipose tissue specific fatty acid binding protein 4 (*FABP4*, also called *AP2*, Table 2 and S1 Table). While we have no explanation for these changes, it is noted that increased skeletal muscle *UCP3* expression occurs in T2D and during slow to fast twitch muscle fiber type transitions [63, 64]. Furthermore, *FABP4* is the adipose/macrophage fatty acid binding protein, not the muscle specific fatty acid binding protein, FABP3, which did decline (Table 2 and S1 Table). The rise in FABP4 could potentially harken an increase in macrophage presence/inflammation in skeletal muscle and/or an increase in muscle associated adipose tissue. 

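Of 12 measured markers of macrophages and monocytes, limma called 0 over all genes and 0 over the list alone, against 1 higher and 0 lower at an unadjusted p under 0.05 and 1 higher and 0 lower by the Poisson test. Tyrobp (log2 fold change 0.55, adjusted p = 0.350), Lyz2 (log2 fold change 0.44, adjusted p = 0.476) and Cd163 (log2 fold change 0.40, adjusted p = 0.532) had the smallest p. Lyz2 was at 0.22 without olanzapine rat 12, and Cd163 at 0.16 without vehicle rat 3 on the log2 scale. The median was 0.17 (camera adjusted p = 0.0923). It was -0.03, 0.35, 0.01 and 0.37 without vehicle rats 3 and 11 and olanzapine rats 4 and 10, 0.34 with a filter at a mean of 10 FPKM, and 0.29 with median-ratio size factors, and the list passed camera without vehicle rat 9 or 11 or olanzapine rat 10 (adjusted p = 0.0283, 0.000831 and 0.00568, from 0.000831 to 0.526 with 1 rat left out). Of 10 measured adipocyte markers, limma called 0 over all genes and 3 lower over the list alone, Lpl, Aqp7 and Cidea, which muscle fibers also express. Aqp7, a glycerol channel, was at 17.0 ± 4.61 FPKM in the vehicle rats and 4.78 ± 2.70 FPKM in the olanzapine rats, and Cidea, a protein of lipid droplets, at 12.4 ± 6.99 FPKM in the vehicle rats and 3.23 ± 2.27 FPKM in the olanzapine rats (SD, n = 3 each). The list held 0 higher and 3 lower at an unadjusted p under 0.05 and 2 higher and 3 lower by the Poisson test. The adipocyte-specific Adipoq, adiponectin, was at 9.30 ± 14.0 FPKM in the vehicle rats and 13.4 ± 20.1 FPKM in the olanzapine rats (log2 fold change 0.42, adjusted p = 0.889) and Plin1, perilipin 1, at 1.56 ± 1.69 FPKM in the vehicle rats and 2.29 ± 3.81 FPKM in the olanzapine rats (log2 fold change -0.08, adjusted p = 0.968). Adipoq was at -0.82 without olanzapine rat 4 and 1.62 without vehicle rat 9, and Plin1 at -0.51 without vehicle rat 3 and 0.45 without olanzapine rat 10 on the log2 scale. The median of the adipocyte list was 0.27, its mean -0.31, and the median was -0.18, 0.42, -0.01, -0.74 and 0.63 without vehicle rats 3, 9 and 11 and olanzapine rats 4 and 10 (camera adjusted p = 0.663).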

Further studies would be needed to examine these ideas.

**Table 2:** Statistically significant effects of olanzapine on the expression of genes involved in oxidative lipid metabolism.

Gene name	Vehicle, FPKM^1^	Olanzapine, FPKM^1^	Normalized fold change	Molecular identity
*Acaa2* *	233±40	145±8	-1.7	Acetyl-CoA acyltransferase 2
*Acad9*	31±5	14±2	-2.2	Acyl-CoA dehydrogenase family, member 9
*Acadl*	384±72	221±8	-1.8	Acyl-CoA dehydrogenase, long chain
*Acadm*	426±47	245±18	-1.8	Acyl-CoA dehydrogenase, C-4 to C-12 straight chain
*Acads* *	102±13	78±8	-1.4	Acyl-CoA dehydrogenase, C-2 to C-3 short chain
*Acadsb*	31±7	18±2	-1.8	Acyl-CoA dehydrogenase, short/ branched chain
*Acat1*	285±45	210±19	-1.4	Acetyl-CoA acetyltransferase, mitochondrial also known as acetoacetyl-CoA thiolase
*Acadvl* *	163±16	101±5	-1.7	Acyl-CoA dehydrogenase, very long chain
*Acox1*	24±1	16±2	-1.6	Acyl-CoA oxidase 1, palmitoyl
*Acsl1*	139±28	73±12	-2.0	Ayl-CoA synthetase long-chain family member 1
*Acss1*	20±3	4.7±0.7	-4.5	Acetyl-CoA synthetase, mitochondrial
*Acss2*	19±4	12±0.1	-1.7	Acetyl-coenzyme A synthetase, cytoplasmic
*Alox15*	9.1±7.0	1.9±0.5	-2.2	Arachidonate 15-lipoxygenase
*Cd36*	40±8	24±2	-1.7	Fatty acid translocase (transmembrane)
*Cpt1b*	131±11	91±6	-1.5	Carnitine palmitoyltransferase 1b, muscle
*Cpt2*	67±11	40±3	-1.7	Carnitine palmitoyltransferase 2
*Eci1*	142±15	103±10	-1.4	Enoyl-CoA delta isomerase 1
*Ech1* *	277±32	236±4	-1.2	Enoyl Coenzyme A hydratase 1, peroxisomal
*Fabp3*	1386±251	633±68	-2.3	Fatty acid binding protein 3, muscle
*Fabp4*	277±25	383±90	+1.3	Fatty acid binding protein 4, adipocyte
*Hadh*	94±13	49±1	-2.0	Medium and short-chain L-3-hydroxyacyl-coenzyme A dehydrogenase, mitochondrial
*Hadha*	262±25	151±8	-1.8	Trifunctional protein, alpha subunit
*Hadhb*	447±75	328±3	-1.4	Trifunctional protein, beta subunit
*Lpl* *	174±31	51±15	-3.5	Lipoprotein Lipase
*Slc25a20*	84±11	52±2	-1.7	Carnitine/acylcarnitine translocase (cytosol mitochondrial)
*Slc27a1* *	11±1	4±1	-2.8	Solute carrier family 27 (Fatty acid transporter), Member 1
*UCP3*	23±7	44±18	+1.9	Uncoupling protein 3, mitochondrial

The role of these genes in lipid metabolism was determined from RGD, KEGG, Genecards and/or IPA websites as described in Methods. Results are mean ± SE of FPKM gene expression values or normalized fold changes found to be statistically significant using the DEGSeq R package. An asterisk (*) indicates one of 164 prioritized obesity or T2D candidate genes from a previous study [49]. The corresponding molecular identity and database number is in S1 Table.

Several genes responsible for mitochondrial BCAA oxidation [65] were decreased by olanzapine (S4 Table), including the catalytic subunit of branched chain keto acid dehydrogenase (*BCKDHA*) and the next step in leucine metabolism catalyzed by isovaleryl-CoA dehydrogenase (*IVD*). Both of these are obesity or diabetes candidate genes [49].

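Genes of branched chain amino acid breakdown were lower as a group in the olanzapine rats, though none passed the test over all genes. Ivd, isovaleryl-CoA dehydrogenase of leucine breakdown, was at 158 ± 43.6 FPKM (SD, n = 3) in the vehicle rats and 89.5 ± 8.40 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -0.78, adjusted p = 0.226). Bckdha was at 157 ± 70.1 FPKM in the vehicle rats and 116 ± 12.5 FPKM in the olanzapine rats with overlapping groups (log2 fold change -0.33, adjusted p = 0.637). Bckdha was at -0.67 without vehicle rat 11 and -0.01 without vehicle rat 3 on the log2 scale. Aldh6a1, of valine breakdown, was at 63.2 ± 11.8 FPKM in the vehicle rats and 32.5 ± 5.42 FPKM in the olanzapine rats (log2 fold change -0.93, adjusted p = 0.117), Hibadh, also of valine breakdown, had a log2 fold change of -0.71 (adjusted p = 0.209), and Oxct1, which uses ketone bodies, was at 187 ± 59.4 FPKM in the vehicle rats and 70.9 ± 9.90 FPKM in the olanzapine rats (log2 fold change -1.34, adjusted p = 0.0856). Oxct1 passed only with a filter at a mean of 10 FPKM or without vehicle rat 9, among settings whose adjusted p ran from 0.0340 to 0.355. Of 24 measured genes listed beforehand limma called 0 over all genes, against 0 higher and 10 lower at an unadjusted p under 0.05 and 0 higher and 11 lower by the Poisson test, and 5 lower when adjusted over the list alone. The median was -0.32 (camera adjusted p = 0.00147, and adjusted p = 0.599 with an estimated correlation). Without vehicle rat 3 the camera call was lost (adjusted p = 0.115, from 1.39e-06 to 0.115 with 1 rat left out, median -0.14), and the median was -0.18 with median-ratio size factors. Of the 10 genes of Table S4, chosen by the study on these rats and not independent evidence, 0 passed over all genes with limma, against 0 higher and 7 lower at an unadjusted p under 0.05 and 0 higher and 10 lower by the Poisson test, and 7 were lower when adjusted over the list alone (median -0.72, camera adjusted p = 4.81e-06, and adjusted p = 0.169 with an estimated correlation). Acadsb is listed at several loci, of which the one with the highest mean is used.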

Consistent with the down regulation of genes in glucose, amino acid and fatty acid oxidation, IPA pathway analysis of gene expression indicated that a canonical pathway termed “Mitochondrial Dysfunction” was increased by olanzapine. 

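No single nuclear gene of the respiratory complexes passed the test. Of 37 genes of complex I, 30 had a log2 fold change above 0, with a median of 0.18 (0.32, 0.04, 0.28 and 0.07 without vehicle rats 3 and 9 and olanzapine rats 10 and 12, and 0.34 with median-ratio size factors). Ndufb8 was at 718 ± 123 FPKM (SD, n = 3) in the vehicle rats and 1062 ± 150.0 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change 0.57, adjusted p = 0.312), and Ndufs1, a core subunit of the same complex, went the other way at 223 ± 41.2 FPKM in the vehicle rats and 149 ± 37.5 FPKM in the olanzapine rats (log2 fold change -0.59, adjusted p = 0.348). Of 41 measured genes of complexes II to V the median was 0.14 (0.26, 0.04 and 0.05 without vehicle rats 3 and 9 and olanzapine rat 12, 0.30 with median-ratio size factors, and 0.10 with each rat scaled to the same total). Uqcrc2, a core protein of complex III, was at 430.0 ± 101 FPKM in the vehicle rats and 314 ± 29.0 FPKM in the olanzapine rats (log2 fold change -0.43, adjusted p = 0.424), Atp5a1, a subunit of ATP synthase, had a log2 fold change of -0.20 (adjusted p = 0.661), and Cox7a2 was at 2.59 ± 4.49 FPKM in the vehicle rats and 6.84 ± 11.8 FPKM in the olanzapine rats (log2 fold change 0.43, adjusted p = 0.893). Uqcrc2 was at -0.26 without vehicle rat 3, Atp5a1 at -0.34 without olanzapine rat 10 and -0.13 without olanzapine rat 12, and Cox7a2 at -1.04 without olanzapine rat 4 and 1.48 without vehicle rat 11 on the log2 scale. Of the mitochondrially encoded genes, the 8 that matched the list by symbol had a median of -0.33 (-0.54 and -0.18 without olanzapine rats 4 and 10, and -0.18 with median-ratio size factors) and a mean of 0.20, the sign of the mean resting on MT-ND4L. MT-ND4 (log2 fold change -0.61, adjusted p = 0.424), MT-ND5 (log2 fold change -0.53, adjusted p = 0.418) and MT-ND6 (log2 fold change -0.50, adjusted p = 0.425) had the smallest p of them. MT-ND4 was at -0.92 without olanzapine rat 4 on the log2 scale. Coi (-0.46), Cytb (-0.29), Nd1 (-0.37) and Nd3 (0.30), listed under other symbols, are not among the 8. With limma 0 genes of these 3 lists passed, over all genes or when adjusted over the list alone, in either direction. Complex I held 1 higher and 1 lower at an unadjusted p under 0.05 and 19 higher and 3 lower by the Poisson test, complexes II to V 0 higher and 0 lower at an unadjusted p under 0.05 and 21 higher and 7 lower by the Poisson test, and the 8 mitochondrially encoded genes 0 higher and 0 lower at an unadjusted p under 0.05 and 1 higher and 7 lower by the Poisson test. Camera gave adjusted p = 2.63e-05, 0.000507 and 0.312, and adjusted p = 0.599, 0.626 and 0.743 with an estimated correlation. The call for complexes II to V ended with a filter at a mean of 10 FPKM (adjusted p = 0.0791) and without olanzapine rat 12 (0.102, from 6.78e-06 to 0.102 with 1 rat left out).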

While many of the genes in this pathway were only modestly affected, those effects were individually highly significant and when taken together as a pathway it was the most significantly affected process with P = 1.9e-46 (S5 Table). These 72 genes largely comprise mitochondrial and nuclear-encoded mitochondrial genes in the oxidative phosphorylation pathway, including complexes I–V.

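The copy of Table S5 used here holds 71 of the 72 genes, so no set test was run on it. Of the 71, 43 had a log2 fold change above 0 and 28 below 0, with a median of 0.18 (0.30, 0.06 and 0.04 without vehicle rats 3 and 9 and olanzapine rat 12, and 0.33 with median-ratio size factors). Aifm1, apoptosis inducing factor (-0.61), and Cpt1b were below 0, and Ndufb8 was above 0. With limma 0 of the 71 passed over all genes and 0 when adjusted over the list alone, against 3 higher and 3 lower at an unadjusted p under 0.05 and 43 higher and 28 lower by the Poisson test. The study chose these genes on the same rats, so their direction is not independent evidence.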

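Genes of slow fibers, glycolysis, lipid oxidation and the TCA cycle were also followed in each rat. Against the mean of the vehicle rats, the median level of the slow fiber genes in the olanzapine rats was -1.68, -2.90, -2.73 in rats 4, 10 and 12 on the log2 scale. That of the glycolysis genes was 0.35, 0.68, 0.31, and that of the fatty acid uptake and oxidation genes -0.41, -0.59, -0.64. The TCA cycle genes were at -0.33, -0.06, -0.36, where vehicle rat 9 was at -0.16.

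**Figure D2:**
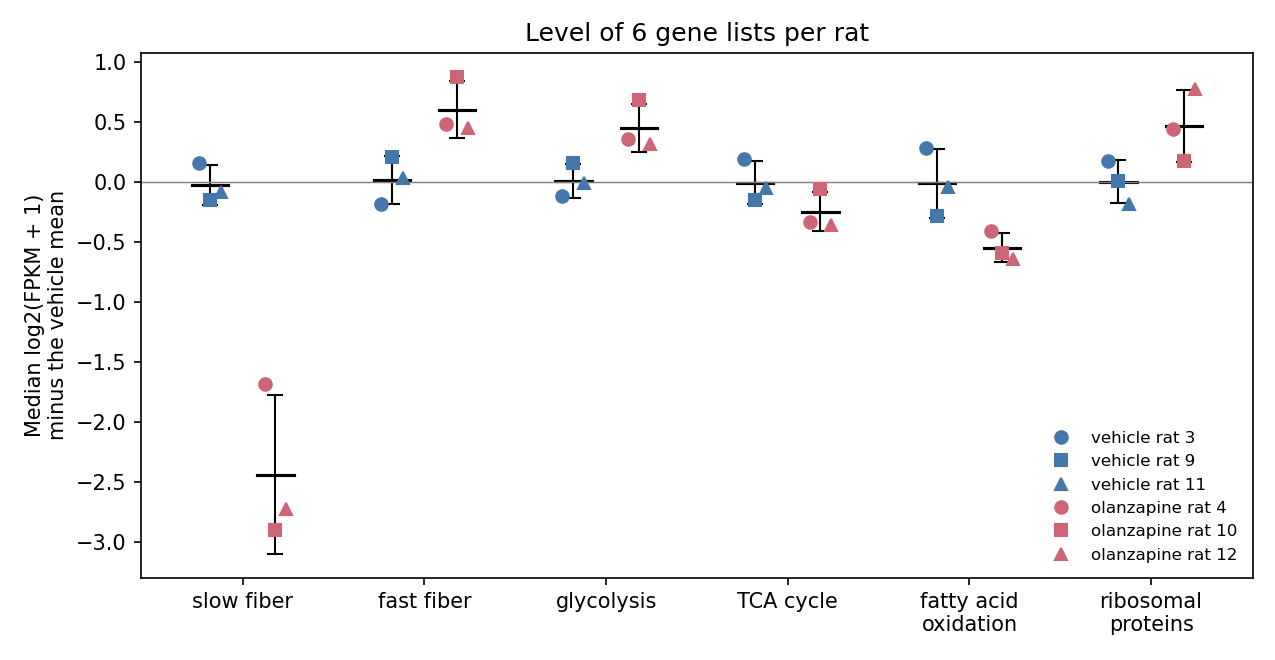
Median log2(FPKM + 1) of 6 gene lists in each rat minus the vehicle mean (vertical axis, log2 units), for 3 vehicle and 3 olanzapine rats, with the mean (long line) and SD (bars) of each group. The slow fiber list of the olanzapine rats lies far below that of the vehicle rats, and the TCA cycle values of the groups overlap.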

To summarize, a third piece of evidence supporting a transition to a more glycolytic type (IIb) arises from the observation of a general increase in glycolytic genes and diminution in those for oxidation of glucose, lipid and branched chain amino acids, consistent with the known metabolic differences between muscle fiber types [56, 59, 66].

### Olanzapine effects on genes related to protein turnover

In order to transition from one fiber type to another, the sarcomeric and non-sarcomeric components specific to the slower fiber types would have to be degraded and replaced with new components found in IIb fibers. Gene expression and pathway analyses are consistent with this idea. Pathway analysis revealed increases in the EIF2 Signaling pathway for global protein synthesis and genes involved in apoptosis and proteosomal mediated degradation. Specifically, olanzapine up-regulated forty-nine genes (p = 1.9e-21) in the EIF-2 signaling-protein synthesis pathway, these include several dozen ribosomal protein genes (Table 3). 

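Cytosolic ribosomal protein genes were higher as a group in the olanzapine rats, by small amounts. All 61 measured genes listed beforehand had a log2 fold change above 0, with a median of 0.43 (0.27 without olanzapine rat 12). Rps27l was at 90.1 ± 17.7 FPKM (SD, n = 3) in the vehicle rats and 167 ± 39.4 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change 0.88, adjusted p = 0.177), Rps16 at 254 ± 38.2 FPKM in the vehicle rats and 395 ± 97.8 FPKM in the olanzapine rats (log2 fold change 0.62, adjusted p = 0.312), and Rps15a had a log2 fold change of 0.56 (adjusted p = 0.277). Rpl30 was at 9.92 ± 15.8 FPKM in the vehicle rats and 37.4 ± 31.9 FPKM in the olanzapine rats. Among the 61, each taken at its locus with the highest mean, it had the largest value and a standard error of 1.47 (log2 fold change 1.98, or 1.10 without olanzapine rat 12 and 3.63 without olanzapine rat 10). Limma called 0 of the 61 over all genes and 0 when adjusted over the list alone, against 14 higher and 0 lower at an unadjusted p under 0.05 and 44 higher and 0 lower by the Poisson test. Camera gave an adjusted p = 3.13e-22, and adjusted p = 0.556 with an estimated correlation. The 38 measured initiation and elongation factors had a median of -0.02 and a mean of 0.05, and camera placed them, too, higher than other genes (adjusted p = 0.0249, and adjusted p = 0.626 with an estimated correlation). Limma called 0 of them, against 3 higher and 0 lower at an unadjusted p under 0.05 and 7 higher and 0 lower by the Poisson test. Their median was 0.10, 0.01, -0.05, -0.04, 0.04 and 0.00 without vehicle rats 3, 9 and 11 and olanzapine rats 4, 10 and 12, -0.04 with a filter at a mean of 10 FPKM, 0.12 with median-ratio size factors, and -0.06 with each rat scaled to the same total. The camera call ended with a filter at a mean of 10 FPKM (adjusted p = 0.420) and without vehicle rat 11 (0.231) or olanzapine rat 12 (0.0952, from 0.00109 to 0.231 with 1 rat left out). No test compared the 2 lists. Eif2s2, the beta subunit of EIF2, was at 49.7 ± 10.9 FPKM in the vehicle rats and 73.0 ± 9.96 FPKM in the olanzapine rats (log2 fold change 0.56, adjusted p = 0.311). Of the 50 genes of Table 3, chosen by the study on these rats and not independent evidence, Hras1 rose over all genes, from 31.2 ± 1.34 FPKM to 64.5 ± 7.20 FPKM, and none fell. Adjusted over the list alone it was again 1, and 15 were higher at an unadjusted p under 0.05. The median was 0.49, or 0.30 without olanzapine rat 12 (camera adjusted p = 9.93e-23, and adjusted p = 0.154 with an estimated correlation). Against the vehicle mean, the median level of these genes was 0.467, 0.185 and 0.823 in olanzapine rats 4, 10 and 12 on the log2 scale. Vehicle rat 3 was at 0.192, so the groups overlapped. Hras1 passed in none of the 6 fits with 1 rat left out. Ribosomal protein genes have many processed copies in the genome, so unique mapping leaves their levels uncertain. Rpl12 stands in both lists at its locus with the highest mean (log2 fold change 0.45). The locus that the paper gives for it in Table 3, starting at 17346298, has the largest fold change of that table. It had a vehicle mean of 0.527 FPKM and is not in the counts of either list.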

Ingenuity pathway analysis predicted that apoptosis was also preparing to be activated (Z-score of 2.6) with 142 genes affected (p = 1.4e-16, data not shown). In addition, two of four key genes associated with proteolysis, catabolic disorders and atrophy in skeletal muscle, *TRIM63* (MuRF1) and *Ddit4l* (REDD2) [67, 68], were significantly up regulated (~1.4–1.5 norm FC), whereas two others, Ddit4 (REDD1) and Fbxo32 (atrogin-1) were not affected (S1 Table). 

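Trim63, the ubiquitin ligase MuRF1, lies on chromosome 5 of Rn5 from 156292565 to 156306092 and was at 50.5 ± 11.2 FPKM (SD, n = 3) in the vehicle rats and 70.7 ± 18.8 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change 0.47, standard error 0.24, adjusted p = 0.426). Ddit4l was at 126 ± 47.8 FPKM in the vehicle rats and 192 ± 117 FPKM in the olanzapine rats (log2 fold change 0.52, standard error 0.43, adjusted p = 0.592). Ddit4 was at 14.7 ± 5.01 FPKM in the vehicle rats and 17.6 ± 9.24 FPKM in the olanzapine rats (log2 fold change 0.16, adjusted p = 0.868), and Fbxo32, the ubiquitin ligase atrogin-1, at 33.2 ± 17.8 FPKM in the vehicle rats and 42.3 ± 41.6 FPKM in the olanzapine rats (log2 fold change 0.08, adjusted p = 0.964). In all 4 the groups overlapped. Trim63 was at 0.26 without olanzapine rat 12, Ddit4l at 0.06 without olanzapine rat 12 and 0.78 without olanzapine rat 4, Ddit4 at -0.20 without olanzapine rat 12 and 0.58 without olanzapine rat 10, and Fbxo32 at -0.68 without olanzapine rat 12 and 0.65 without olanzapine rat 10 on the log2 scale. Of 26 genes of muscle atrophy listed beforehand limma called 0 over all genes, against 4 higher and 1 lower at an unadjusted p under 0.05 and 9 higher and 2 lower by the Poisson test, and 2 higher when adjusted over the list alone: Cdkn1a and Mt2A, which belong to the glucocorticoid list as well. Its median was 0.10, or 0.25, 0.03 and 0.22 without vehicle rats 3 and 11 and olanzapine rat 10, 0.26 with median-ratio size factors, and 0.06 with each rat scaled to the same total (camera adjusted p = 0.00215, and adjusted p = 0.563 with an estimated correlation), and camera missed it without olanzapine rat 12 (adjusted p = 0.0629, from 0.000192 to 0.0629 with 1 rat left out).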

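Psmb6, a catalytic-ring subunit of the 20S proteasome, was at 92.3 ± 9.29 FPKM (SD, n = 3) in the vehicle rats and 134 ± 26.0 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change 0.52, adjusted p = 0.312), and Psmb5 at 213 ± 25.9 FPKM in the vehicle rats and 306 ± 61.7 FPKM in the olanzapine rats (log2 fold change 0.51, adjusted p = 0.345). Psmb7 (0.45), Psmb4 (0.45), Psmb1 (0.38) and Psma7 (0.28) also had positive log2 fold changes that did not pass. Ube2e2, a ubiquitin-conjugating enzyme, was at 7.81 ± 2.92 FPKM in the vehicle rats and 16.9 ± 4.87 FPKM in the olanzapine rats (log2 fold change 1.04, adjusted p = 0.208), and Ube2g1 (0.63), Ube2g2 (0.53) and Ube2s (0.56) were higher in the mean. Psmb7 was at 0.27 without vehicle rat 11, Psmb4 at 0.23 without olanzapine rat 12 and 0.70 without olanzapine rat 10, Psmb1 at 0.16 without olanzapine rat 12 and 0.59 without olanzapine rat 10, Psma7 at 0.09 without olanzapine rat 12, and Ube2g2 at 0.23 without olanzapine rat 12 and 0.80 without olanzapine rat 10 on the log2 scale. Of 14 subunits of the 20S core listed beforehand limma called 0, over all genes or when adjusted over the list alone, against 2 higher and 0 lower at an unadjusted p under 0.05 and 6 higher and 0 lower by the Poisson test (median 0.27, camera adjusted p = 0.000314, and adjusted p = 0.599 with an estimated correlation). The median was 0.41, 0.15 and 0.10 without vehicle rats 3 and 11 and olanzapine rat 12, and 0.42 with median-ratio size factors. The 17 genes of the 19S cap had a median of -0.03, from -0.12 without vehicle rat 11 to 0.09 without vehicle rat 3, and 0.12 with median-ratio size factors, and 0 calls by limma, against 0 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by the Poisson test (camera adjusted p = 0.329). Without vehicle rat 3 the list passed camera (adjusted p = 0.0302, from 0.0302 to 0.571 with 1 rat left out), and without olanzapine rat 10 the median was 0.01. Of the 10 genes that the study names, which are not independent evidence, 0 passed over all genes with limma, against 5 higher and 0 lower at an unadjusted p under 0.05 and 10 higher and 0 lower by the Poisson test, and 2 were higher when adjusted over the list alone (median 0.51, camera adjusted p = 3.19e-08, and adjusted p = 0.154 with an estimated correlation).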

Olanzapine also up-regulated the expression of genes involved in the 20S core particle of the proteosome including: *PSMB1*, *PSMB4*, *PSMB5*, *PSMB6*, *PSMB7*, *PSMA7*, along with genes for several ubiquitin-conjugating enzymes: *UBE2E2*, *UBE2G1*, *UBE2G2 and UBE2S* (S1 Table).

**Table 3:** Canonical EIF2-signaling pathway/ protein synthetic machinery genes statistically altered by olanzapine infusion in gastrocnemius.

Gene name	Vehicle, FPKM^1^	Olanzapine, FPKM^1^	Normalized fold change	Molecular Identity
*Akt2*	80±1	101±5	1.2	v-akt murine thymoma viral oncogene homolog 2
*Eif2s2*	50±6	73±6	1.4	eukaryotic translation initiation factor 2, subunit 2 beta, 38kDa
*Eif3i*	40±4	57±2	1.4	eukaryotic translation initiation factor 3, subunit I
*Eif4a2*	210±30	246±25	1.13	eukaryotic translation initiation factor 4A2
*Fau*	45±11	65±17	1.4	Finkel-Biskis-Reilly murine sarcoma virus (FBR-MuSV) ubiquitously expressed (chr1: 228355747–228357261)
*Hras1*	31±1	64±4	2.0	Harvey rat sarcoma viral oncogene homolog
*Ppp1ca*	137±15	187±21	1.3	protein phosphatase 1, catalytic subunit, alpha isozyme
*Ppp1cb*	133±18	119±8.5	-1.2	protein phosphatase 1, catalytic subunit, beta isozyme
*Rpl10*	185±23	233±30	1.2	ribosomal protein L10
*Rpl11*	317±28	429±57	1.3	ribosomal protein L11
*Rpl12*	0.6±0.3	10±4	18.6	ribosomal protein L12 (chr3:17346298–17348585)
*Rpl13a*	65±6	88±14	1.3	ribosomal protein L13a
*Rpl14*	190±17	254±25	1.3	ribosomal protein L14
*Rpl17*	26±12	38±19	1.4	ribosomal protein L17
*Rpl18*	202±13	262±26	1.3	ribosomal protein L18
*Rpl18a*	604±56	763±83	1.2	ribosomal protein L18a
*Rpl19*	190±18	229±19	1.2	ribosomal protein L19
*Rpl23*	329±14	442±49	1.3	ribosomal protein L23
*Rpl24*	239±37	327±47	1.3	ribosomal protein L24
*Rpl26*	29±6	44±11	1.5	ribosomal protein L26
*Rpl27*	100±13	153±19	1.5	ribosomal protein L27
*Rpl28*	190±21	275±38	1.4	ribosomal protein L28, (RGD1565183)
*Rpl3*	62±3	90±14	1.4	ribosomal protein L3
*Rpl30*	10±9	37±18	3.6	ribosomal protein L30
*Rpl35*	275±31	360±33	1.3	ribosomal protein L35
*Rpl37a*	75±20	136±19	1.7	ribosomal protein L37a
*Rpl4*	254±31	377±44	1.4	ribosomal protein L4
*Rpl41*	384±24	570±98	1.4	ribosomal protein L41
*Rpl7*	181±20	227±23	1.2	ribosomal protein L7
*Rplp0*	747±27	969±93	1.3	ribosomal protein, large, P0
*Rplp1*	75±20	111±29	1.3	ribosomal protein, large, P1
*Rps10l1*	37±5	59±8	1.5	ribosomal protein S10 (chr6:84968906–84969452)
*Rps11*	302±11	395±37	1.3	ribosomal protein S11
*Rps13*	28±3	41±5	1.4	ribosomal protein S13
*Rps15*	356±28	516±64	1.4	ribosomal protein S15
*Rps15a*	15±0.5	22±3	1.5	ribosomal protein S15a
*Rps16*	254±22	395±57	1.5	ribosomal protein S16
*Rps18*	53±7	76±11	1.4	ribosomal protein S18
*Rps2*	20±6	33±5	1.6	ribosomal protein S2
*Rps23*	74±6	109±12	1.4	ribosomal protein S23
*Rps24*	101±14	139±22	1.4	ribosomal protein S24
*Rps25*	19±3	28±3	1.4	ribosomal protein S25
*Rps27*	380±38	512±86	1.3	ribosomal protein S27
*Rps27a*	141±9	210±44	1.4	ribosomal protein S27a
*Rps27l*	90±10	167±23	1.8	ribosomal protein S27-like
*Rps29*	408±38	470±22	1.1	ribosomal protein S29
*Rps3*	195±11	280±46	1.4	ribosomal protein S3
*Rps5*	445±28	541±22	1.2	ribosomal protein S5
*Rps7*	75±8	106±17	1.4	ribosomal protein S7 (chr5:172581803–172582388)
*Rps7*	35±3	53±8	1.4	ribosomal protein S7(chr6:56601564–56606473)
*Rpsa*	240±14	351±50	1.4	ribosomal protein SA

Genes from the canonical pathway from Ingenuity Pathway Analysis that were significantly affected by olanzapine treatment are shown.

### Canonical and upstream pathway analysis

In addition to the canonical pathways mentioned earlier (e.g., glycolysis, lipid metabolism, EIF-2 signaling/protein synthesis pathway, apoptosis, etc.), bioinformatics implicated other pathways (S6 and S7 Tables) and predicted upstream pathways affected by olanzapine (S8 Table). Both Integrin Linked kinase (ILK Pathway, 43 genes significantly affected, p = 1.3e-16, S6 Table) and Calcium Sensing pathways (39 genes significantly affected, p = 2.3e-14, S7 Table) were affected by olanzapine. Both have been previously linked to muscle fiber transitions.

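The genes that fell and stand in both lists were Myh7, Myl2, Myl3, Myh7b (log2 fold change -1.72, adjusted p = 0.0383), Actc1, at 172 ± 13.2 FPKM (SD, n = 3) in the vehicle rats and 36.3 ± 21.9 FPKM (SD, n = 3) in the olanzapine rats, and Myh10, at 9.22 ± 1.21 FPKM in the vehicle rats and 1.44 ± 0.348 FPKM in the olanzapine rats. Jun, an immediate early transcription factor of the ILK list, fell from 82.1 ± 9.42 FPKM to 36.5 ± 5.38 FPKM (SD, n = 3 each; log2 fold change -1.15, adjusted p = 0.0403), and Chrnd, the delta subunit of the acetylcholine receptor in the calcium list, was at 18.9 ± 3.85 FPKM in the vehicle rats and 5.38 ± 3.89 FPKM in the olanzapine rats (log2 fold change -1.81, adjusted p = 0.129). The copy of Table S6 holds 42 of the 43 genes and that of Table S7 36 of the 39, so no set test was run. Of the 42 ILK genes 8 fell over all genes and none rose, and 3 were higher and 22 lower when adjusted over the list alone (median -0.62). Of the 36 calcium genes 11 fell and none rose, and 6 were higher and 23 lower when adjusted over the list alone (median -0.85). Both lists were chosen by the study on these rats and are not independent evidence. Without vehicle rats 3, 9 and 11 and olanzapine rats 10 and 12, the genes called were 3, 1, 1, 2 and 1 for ILK and 4, 2, 2, 5 and 2 for calcium, and Jun missed the test in each such fit. Myh7b kept its call only without olanzapine rat 4. Other settings ended the calls of Myh7b and Jun with no filter on low values (0.0793 to 0.101), and Jun with median-ratio size factors (0.0950) and with no trend in the variance (0.0558). Chrnd passed only without olanzapine rat 4, among settings whose adjusted p ran from 0.020 to 0.447.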

In terms of potential mechanisms for these effects, we can first consider one involving elevated glucocorticoids (NCBI Geo profile GDS2688) [32]. Olanzapine elevates glucocorticoids [31], and we did observe a number of glucocorticoid response genes up regulated by olanzapine. For example, metallothioneins such as *Mt1m*, *Mt2A* were significantly up regulated as were *Art3*, *Ankrd9*, *Cebpd*, *Dapk1*, *Eif4ebp1*, *Gadd45g*, *IL15*, *Sar1b*, *Serpina3n*, *Slc30a2*, *Sult1a1*, *Thrsp*, *VPS45* (S1 Table). However other genes that are induced by methylprednisolone in skeletal muscle during time course studies) [32], were either not affected (e.g., *Ddit4*, *Trim63*) or down regulated by olanzapine (e.g., *LPL*, *Csrp3*). Furthermore most of the changes we observed in genes encoding proteins or enzymes of the sarcomere, glycolysis, lipid metabolism, amino acid metabolism and protein turnover could not be ascribed to this mechanism. Nevertheless, upstream pathway analysis did implicate a large set of other potential regulators (S8 Table).

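Mt1m and Mt2A, metallothioneins that bind zinc and copper, were at 54.2 ± 29.7 FPKM (SD, n = 3) in the vehicle rats and 246 ± 137 FPKM (SD, n = 3) in the olanzapine rats, and at 4.86 ± 3.04 FPKM in the vehicle rats and 16.2 ± 3.23 FPKM in the olanzapine rats (log2 fold change 2.07, adjusted p = 0.183 and 1.70, adjusted p = 0.144). Vps45, a protein of vesicle traffic, was at 10.3 ± 1.63 FPKM in the vehicle rats and 26.6 ± 8.33 FPKM in the olanzapine rats (log2 fold change 1.26, adjusted p = 0.0718), Sar1b, of the secretory pathway, at 385 ± 111 FPKM in the vehicle rats and 884 ± 257 FPKM in the olanzapine rats (log2 fold change 1.20, adjusted p = 0.137), and Art3 at 138 ± 21.5 FPKM in the vehicle rats and 229 ± 33.6 FPKM in the olanzapine rats (log2 fold change 0.73, adjusted p = 0.189). Ankrd9 (0.73), Eif4ebp1 (0.77), Sult1a1 (0.84), Gadd45g (0.89), Il15 (1.20), Dapk1 (0.58) and Thrsp (1.05) had positive log2 fold changes, as did Cebpd (0.67) and Serpina3n (0.57). Eif4ebp1 was at 0.48 without olanzapine rat 12, Gadd45g at 0.44 without olanzapine rat 12, Il15 at 0.74 without vehicle rat 11, Thrsp at 0.01 without olanzapine rat 4 and 2.20 without vehicle rat 9, Cebpd at -0.11 without olanzapine rat 12 and 1.27 without olanzapine rat 10, and Serpina3n at -0.36 without olanzapine rat 4 and 1.18 without olanzapine rat 12 on the log2 scale. Slc30a2, a zinc transporter, was below the filter on low values, at 0.301 ± 0.0998 FPKM in the vehicle rats and 0.998 ± 0.541 FPKM in the olanzapine rats. For Mt1m, with 1 rat left out its adjusted p lay between 0.0440 and 0.547 and was under 0.05 only without olanzapine rat 10. Of the 14 genes tested limma called 0 over all genes, against 10 higher and 0 lower at an unadjusted p under 0.05 and 13 higher and 0 lower by the Poisson test, and 9 were higher when adjusted over the list alone. The study chose these genes on the same rats, so this is not independent evidence. The median was 0.87 (camera adjusted p = 6.79e-13, and adjusted p = 0.117 with an estimated correlation). Vps45 passed only with a filter at a mean of 10 FPKM, with each rat scaled to the same total or with each rat scaled to the same total without the 50 most abundant genes, among settings whose adjusted p ran from 0.0321 to 0.218.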

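Of 25 measured genes known to respond to glucocorticoids and listed beforehand, 4 were higher and 1 was lower when adjusted over the list alone, while limma called 0 over all genes, against 6 higher and 1 lower at an unadjusted p under 0.05 and 10 higher and 2 lower by the Poisson test. Cdkn1a, the cell cycle inhibitor p21, was at 14.2 ± 2.36 FPKM (SD, n = 3) in the vehicle rats and 36.3 ± 8.71 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change 1.28, standard error 0.22, adjusted p = 0.0581), and Fkbp5, a chaperone of the glucocorticoid receptor, at 6.51 ± 2.94 FPKM in the vehicle rats and 14.7 ± 0.605 FPKM in the olanzapine rats (log2 fold change 1.13, standard error 0.26, adjusted p = 0.145). The median of the list was 0.16, or 0.35, 0.28 and 0.58 without vehicle rats 3 and 9 and olanzapine rat 10, 0.41 with a filter at a mean of 10 FPKM, and 0.31 with median-ratio size factors (camera adjusted p = 7.52e-05, and adjusted p = 0.563 with an estimated correlation). Of the genes that methylprednisolone induces, Csrp3 fell, Lpl had a negative log2 fold change that missed the test, and the groups of Trim63 and Ddit4 overlapped. Cdkn1a passed only with a filter at a mean of 10 FPKM or without olanzapine rat 4, among settings whose adjusted p ran from 0.0205 to 0.234.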

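None of the 25 measured genes of the textbook glucocorticoid list or of the 14 that the study names is among the 52 genes that passed, at limma's adjusted p under 0.05. With 52 calls among 10285 tested genes, lists of this size would mostly hold none by chance. Their absence therefore does not bear on the glucocorticoid explanation. At an unadjusted p under 0.05, reached by 1362 of the 10285 genes, the former held 6 higher and 1 lower genes and the latter 10 higher ones. The Poisson test had 10 higher and 2 lower in the former and 13 higher in the latter. Of the 52, 19 belong to at least 1 of 2 slow fiber lists, among them Casq2, Atp2a2 and Myh7, which fell. The list written beforehand holds 16 of the 19. The other, of Table 1, also holds 16, was chosen by the study on these rats and is not independent evidence. Most of these genes stand in both lists.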

The top 20 potential regulators from IPA analysis included RICTOR (inhibited), *MYCN* (activated), *MYC*, insulin and IGF receptors (inhibited), *TP53*, *PPARGC1A* and *PPARG* (inhibited), *HRAS* (activated) and Huntingtin (*HTT*). For example, inhibition of the rapamycin-insensitive companion of mTOR, *RICTOR* (p = 4.9e-52, Activation Z score: -6.3) was predicted. That pathway includes many of the same genes implicated in ILK and EIF-2α signaling mentioned earlier. Additionally, activation was predicted for the Myc and N-myc proto-oncogene transcription factors, *MYC* (p = 2.3e-51, activation Z score: 2), *MYCN* (p = 1.2E-34, activation Z score: 5.2) along with mitogen-activated protein kinase kinase kinase kinase 4 (*Map4k4*, p = 8.2e-15, activation Z score: 3.7). However, some growth factor pathways were predicted to be inhibited, including vascular endothelial growth factor A (*VEGF*, whose expression was also significantly decreased, S2 Table, p = 2e-15 for the pathway, Activation Z score: -2.5), transforming growth factor beta 1 (*TGFB1*, p = 2.1e-15, Activation Z score: -4.3) and Insulin-like growth factor 1 (*IGF1*, p = 1.3e-10, Activation Z score: -3.2). 

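Vegfa was at 33.7 ± 11.3 FPKM (SD, n = 3) in the vehicle rats and 22.7 ± 7.57 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -0.55, standard error 0.29, adjusted p = 0.448, or -0.30 without vehicle rat 11). Tgfb1 was at 8.90 ± 2.07 FPKM in the vehicle rats and 8.06 ± 2.89 FPKM in the olanzapine rats (log2 fold change -0.15, adjusted p = 0.814, or -0.39 without olanzapine rat 4 and 0.08 without olanzapine rat 12). Igf1 was at 5.94 ± 3.78 FPKM in the vehicle rats and 4.33 ± 1.73 FPKM in the olanzapine rats (log2 fold change -0.23, adjusted p = 0.839, or -0.80 without vehicle rat 3 and 0.13 without vehicle rat 11). In all 3 genes the groups overlapped, and none passed the test over all genes.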

The loss of genes associated with VEGF signaling is consistent with the observation that fast fibers are less vascularized as cited earlier. 

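Of 15 measured angiogenic factors and their receptors, 14 had a log2 fold change below 0, with a median of -0.48. Nrp1, a coreceptor of VEGF, was at 10.1 ± 2.89 FPKM (SD, n = 3) in the vehicle rats and 5.76 ± 0.995 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -0.70, adjusted p = 0.255), Kdr, VEGF receptor 2, at 5.16 ± 1.31 FPKM in the vehicle rats and 2.63 ± 1.24 FPKM in the olanzapine rats (log2 fold change -0.80, adjusted p = 0.290), and Flt1, VEGF receptor 1, had a log2 fold change of -0.56 (adjusted p = 0.331, or -0.35 without olanzapine rat 12). Limma called 0 of them, over all genes or when adjusted over the list alone, against 0 higher and 4 lower at an unadjusted p under 0.05 and 0 higher and 6 lower by the Poisson test. Camera gave an adjusted p = 0.0249, and adjusted p = 0.599 with an estimated correlation, and the call ended without vehicle rat 11 (0.0775) or olanzapine rat 12 (0.0606, from 0.00807 to 0.0775 with 1 rat left out). The 14 measured endothelial markers had a median of -0.20 (-0.05, -0.42, -0.12 and -0.07 without vehicle rat 9 and olanzapine rats 4, 10 and 12, 0.00 with a filter at a mean of 10 FPKM, and -0.07 with median-ratio size factors, camera adjusted p = 0.617), with 0 calls by limma over all genes or when adjusted over the list alone, against 0 higher and 2 lower at an unadjusted p under 0.05 and 0 higher and 1 lower by the Poisson test.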

Several predicted regulators (S8 Table) also suggest an overall “endocrine disruption”. However, there is no known link between any of the above pathways and receptors that olanzapine is known to inhibit.

A potential mechanism for a red to white or a white to “whiter” switch could be increased Calcineurin-A/NFAT signaling associated with the increase in myozenin-1 expression we observed [55]. Myozenin-1 (*MYOZ1*, also called FatZ1) encodes the calsarcin-2 protein. *MYOZ1* expression is restricted to fast skeletal muscle in contrast to myozenin-2 (*MYOZ2*, *FatZ1*) which encodes calsarcin-1, found in adult cardiac and slow-twitch skeletal muscle [55]. Consistently, rat gastrocnemius, which contains a greater number of white than red fibers, had about 72% of its myozenin FPKM values as MYOZ1. 

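Myoz1 was at 1355 ± 323 FPKM (SD, n = 3) and Myoz2 at 571 ± 144 FPKM (SD, n = 3) in the vehicle rats. Myoz1 made up 70.3% ± 3.10 (SD, n = 3) of the FPKM of both genes in these rats.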

MYOZ1 increased, whereas MYOZ2 decreased after olanzapine treatment (Table 1 and S1 Table). 

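Myoz2, calsarcin-1 of slow fibers on chromosome 2 of Rn5 from 246542266 to 246568964, fell to 115 ± 72.1 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -2.44, standard error 0.39, adjusted p = 0.0419). Myoz1, calsarcin-2 of fast fibers, was at 2427 ± 598 FPKM (SD, n = 3) there, above the vehicle rats without overlap, and did not pass the test (log2 fold change 0.84, standard error 0.27, adjusted p = 0.255). The share of Myoz1 in the FPKM of both was 95.0% ± 4.09 (SD, n = 3) in the olanzapine rats (exact permutation test against the vehicle rats, both sides, p = 0.1, the smallest that 3 rats against 3 allow). For Myoz2, with 1 rat left out its adjusted p lay between 0.00475 and 0.208 and was under 0.05 only without olanzapine rat 4, and with all rats kept its call ended with no filter on low values (0.120), with median-ratio size factors (0.0643) and with no trend in the variance (0.0511).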

Knock-out mouse studies suggest that myozenins act as a brake on calcineurin signaling which plays a critical role in the promotion of fast-twitch fibers [55]. Myoz1 KO mice have similar muscle size, lower body weight and more slow oxidative muscle fibers [42]. Chronic olanzapine treatment causes greater adiposity without a change in body weight implying a loss of lean mass [17, 18], and in this study a greater expression of Myoz1 in skeletal muscle and other evidence of fiber type changing to the fastest twitch type, IIb. Other findings consistent with a role for Calcineurin-A/NFAT signaling/loss of lean mass are the alterations in ILK, Rictor and Calcium Signaling pathways mentioned earlier along with evidence of deceased Insulin receptor and IGF-1 Receptor Signaling pathways observed (S8 Table). Nevertheless, it is unclear how olanzapine would increase myosenin-1. Albeit, this is also the case for a number of the earlier described upstream pathways found to be affected through Ingenuity Pathway Analysis, with the exception of the activation of the corticosteroid response genes due to the rise in glucocorticoids initiated by olanzapine [31].

## Conclusions

In summary, our data indicate that at doses that cause a mild hyperglycemia, much less than that observed acutely with higher doses of the drug [31], olanzapine is eliciting a rapid and dramatic effect on the expression of a host of skeletal muscle genes that appears to be aimed at switching the muscle fiber type along with associated metabolism from a slower (more oxidative) to a faster (more glycolytic) fiber type (Fig 3). Studies have previously shown that olanzapine exerts acute effects leading to increased plasma glucose, impaired hepatic glucose and muscle glucose metabolism while dramatically increasing the use of fat as a fuel [12–14, 18, 31, 69, 70]. It might seem counter intuitive therefore that the response of muscle to that situation would be to switch to a fiber type that was less metabolically flexible and less able to oxidize fat. However in insulin resistant obesity and T2D, there is also an increase of use of fat as a fuel as the muscle becomes unable to transport glucose and in those metabolic states skeletal muscle also undergoes similar fiber type transitions from more oxidative to more glycolytic [24–27]. A muscle fiber type transition could be important in the setting of olanzapine inducing adiposity because such a transition might decrease the basal energy requirements of lean tissue. This in turn could lead to a surfeit of energy that along with other factors promote the adiposity that is observed in humans and animal models treated with olanzapine. In addition to differences in resting energy requirements and fuel selection, fast-twitch glycolytic fibers are also more susceptible to atrophy arising from various metabolic pathologies compared to slow-twitch oxidative fibers [23]. That could also play a role in the shifts in body composition in observed in animal models and humans treated with SGAs, e.g.: [18]. Finally, these findings are important because a slower to faster muscle fiber type transition may be potentially reversible by the type of exercise that is selected. For example, it is known that endurance exercise training can cause the reverse effect, fast to slow twitch transitions [71].

## Supporting Information

S1 Fig Correlation between RNA-Seq and QT-RTPCR data. Comparison of gene expression changes after olanzapine infusion as measured by QT-RTPCR and RNA-Seq.
(TIFF)

S1 Table Selected output and FPKM results from Cufflinks analysis and descriptive statistics. This table contains the following Excel column headers: A—ENSEMBLE Gene ID; B—Official Gene Symbol (gene_short); C—Gene locus (locus, chr1 = chromosome 1 etc.); D—Control animal #3 (FKPM units); E—Olanzapine treated animal #4 (FKPM units); F—Control animal #9 (FKPM units); G—Olanzapine treated animal #10 (FKPM units); H—Control animal #11 (FKPM units); I—Olanzapine treated animal #12 (FKPM values); J—Mean—Control group (C-mean, FKPM units); K—Standard Error of the Mean—Control group (C-SE, FKPM units); L—Mean—Olanzapine group units = FKPM (Ola-mean, FKPM units); M—Standard Error of the Mean—Olanzapine group (Ola-SE, FKPM units); N—Normalized fold change from S2 Table 3; O—p<0.05? True = 1, False = 0 from S2 Table; P—p<0.001? True = 1, False = 0 from S2 Table
(XLSX)

S2 Table Statistical analysis of RNA Seq data, output from DEGseq 1.18.0 R package. This table contains the following Excel column headers: A—ENSEMBLE Gene ID; B—Sum of Olanzapine FPKM values for all three animals; C—Sum of Control FPKM values; D—log_2_ fold change Olanzapine/Control; E—log_2_ (fold change) Normalized; F—p-value comparing olanzapine to control; G—q-value (method 1 Benjamini et al. 1995); H—q-value (method 2 Storey et al. 2003); I—Signature (p-value < 0.001); J—Normalized fold change; K—p<0.05? True = 1, False = 0; L—p<0.001? True = 1, False = 0.
(XLSX)

S3 Table Glycolytic, TCA Cycle and Mitochondrial Shuttle Gene Expression in Gastrocnemius Muscle after Olanzapine Infusion. Table annotated in the file.
(PDF)

S4 Table Olanzapine inhibition of Skeletal Muscle Genes in Branched Chain Amino Acid oxidation. Table annotated in the file.
(PDF)

S5 Table Genes altered by Olanzapine in Canonical Mitochondrial Dysfunction Pathway. Table annotated in the file.
(PDF)

S6 Table Genes altered by Olanzapine in Canonical ILK Pathway. This table contains the following Excel column headers: A—Symbol; B—Entrez Gene Name; C—Ensembl; D—Fold Change; E—Location; F—Type; G—Biomarker Application(s); H—Drug(s); I—Entrez Gene ID for Human; J—Entrez Gene ID for Mouse; K—Entrez Gene ID for Rat
(XLS)

S7 Table Genes altered by Olanzapine in Calcium Signaling Pathway. This table contains the following Excel column headers: A—Symbol; B—Entrez Gene Name; C—Ensembl; D—Fold Change; E—Location; F—Type; G—Biomarker Application(s); H—Drug(s); I—Entrez Gene ID for Human; J—Entrez Gene ID for Mouse; K—Entrez Gene ID for Rat
(XLS)

S8 Table Potential Upstream Regulators. Upstream regulators from Ingenuity Pathway Analysis. The table contains the following Excel column headers: A—Upstream Regulator; B—Fold Change; C—Molecule Type; D—Predicted Activation State; E—Activation z-score; F—p-value of overlap; G—Target molecules in dataset; H—Mechanistic Network
(XLSX)

# Supplementary material for: RNA Sequencing Reveals a Slow to Fast Muscle Fiber Type Transition after Olanzapine Infusion in Rats
**Source:** PLoS One. 2015 Apr 20;10(4):e0123966. doi: 10.1371/journal.pone.0123966
**Supplement:** S3 Table — Table annotated in the file.

**S3 Table. Glycolytic, TCA cycle and mitochondrial shuttle gene expression in gastrocnemius muscle after olanzapine infusion.**

| <b>Gene Name</b>          | <b>Molecular Identity</b>                                                                                      | <b>Vehicle Control Group, FPKM<sup>a</sup></b> | <b>Olanzapine Infusion Group, FPKM<sup>a</sup></b> | <b>Normalized Fold Change</b> |
|---------------------------|----------------------------------------------------------------------------------------------------------------|------------------------------------------------|----------------------------------------------------|-------------------------------|
| <i>Aco2</i>               | Aconitase 2, mitochondrial                                                                                     | 666±43                                         | 603±601                                            | -1.2                          |
| <i>AldoA</i>              | Aldolase A, fructose-bisphosphate                                                                              | 7535±1059                                      | 10823±1062                                         | +1.4                          |
| <i>Aldoart2</i>           | Aldolase 1 A retrogene 2                                                                                       | 35±7                                           | 54±5                                               | +1.6                          |
| <i>Cs</i>                 | Citrate Synthase                                                                                               | 299±19                                         | 239±23                                             | -1.3                          |
| <i>Dld</i>                | Dihydrolipoamide dehydrogenase; a.k.a.: <i>Dldh</i> , <i>E3</i>                                                | 84± 7                                          | 59±5                                               | -1.5                          |
| <i>Dlst</i>               | Dihydrolipoamide S-Succinyltransferase (E2 Component Of 2-Oxo-Glutarate Complex)                               | 118±10                                         | 92.03±11                                           | -1.3                          |
| <i>Eno3</i>               | Enolase 3, beta, muscle                                                                                        | 4485±293                                       | 6423±1012                                          | +1.4                          |
| <i>Fbp2</i>               | Fructose-1,6-bisphosphatase 2                                                                                  | 32±3                                           | 79±25                                              | +2.5                          |
| <i>Fh</i>                 | Fumarate hydratase                                                                                             | 243±22                                         | 186±14                                             | -1.4                          |
| <i>Gapdh</i>              | Glyceraldehyde-3-phosphate dehydrogenase                                                                       | 184±22                                         | 234±23                                             | +1.3                          |
| <i>Gpi *</i>              | Glucose-6-phosphate isomerase                                                                                  | 530±45                                         | 691±87                                             | +1.3                          |
| <i>Hk2</i>                | Hexokinase 2                                                                                                   | 16±4                                           | 9±2                                                | -1.9                          |
| <i>Idh2</i>               | Isocitrate dehydrogenase [NADP], mitochondrial                                                                 | 750±96                                         | 340±15                                             | -2.3                          |
| <i>Idh3a</i>              | Isocitrate dehydrogenase 3 (NAD <sup>+</sup> ) alpha                                                           | 190±12                                         | 223± 32                                            | 1.1                           |
| <i>Idh3B *</i>            | Isocitrate dehydrogenase 3 (NAD <sup>+</sup> ) beta                                                            | 350±36                                         | 285±12                                             | -1.3                          |
| <i>Ldha</i>               | Lactate dehydrogenase A (M, fast muscle type)                                                                  | 180±10                                         | 268±21                                             | +1.5                          |
| <i>Ldhb</i>               | Lactate dehydrogenase B (H, heart slow muscle type)                                                            | 463±100                                        | 97±30                                              | -5.0                          |
| <i>Mdh2</i>               | Malate dehydrogenase 2, NAD (mitochondrial)                                                                    | 894±50                                         | 841±85                                             | -1.1                          |
| <i>Myo1c<sup>b</sup></i>  | myosin-Ic                                                                                                      | 21±1                                           | 12±2                                               | -1.7                          |
| <i>Ogdh</i>               | Oxoglutarate (alpha-ketoglutarate) dehydrogenase (lipoamine); a.k.a.: <i>E1k</i> , <i>Ogdc</i>                 | 243±12                                         | 179±29                                             | -1.4                          |
| <i>Pgam2</i>              | Phosphoglycerate mutase 2 (muscle)                                                                             | 3621±165                                       | 6534±947                                           | +1.7                          |
| <i>Pgk1</i>               | Phosphoglycerate kinase 1                                                                                      | 409±30                                         | 668±67                                             | +1.6                          |
| <i>Pkm</i>                | Pyruvate kinase, muscle                                                                                        | 88±4                                           | 136±25                                             | +1.5                          |
| <i>Sdha</i>               | Succinate dehydrogenase complex, subunit A, flavoprotein (Fp); a.k.a.: <i>Sdhf</i> , <i>Sdh2</i>               | 291±22                                         | 227±31                                             | -1.3                          |
| <i>Sdhb</i>               | Succinate dehydrogenase complex, subunit B, iron sulfur (Ip); a.k.a.: <i>Sdh1</i> , <i>Sdhip</i> , <i>Pgl4</i> | 606±60                                         | 478±19                                             | -1.4                          |
| <i>Sh2b2<sup>c</sup></i>  | SH2B adaptor protein 2 (also, APS)                                                                             | 15±6                                           | 9±0.6                                              | -1.7                          |
| <i>Slc16a1</i>            | Monocarboxylate transporter 1 (a.k.a.: MCT1, e.g., lactate/pyruvate)                                           | 36±5                                           | 14±2                                               | -2.5                          |
| <i>Slc16a7</i>            | [Monocarboxylate transporter 3 (a.k.a.: MCT3, e.g., lactate/pyruvate)]                                         | 132±4                                          | 177±38                                             | +1.3                          |
| <i>Sorbs1<sup>c</sup></i> | SH2B adaptor protein 2; a.k.a.: CAP                                                                            | 17±2                                           | 10±2                                               | -1.7                          |
| <i>Sucla2</i>             | Succinate-CoA ligase, GDP-forming, alpha subunit, a.k.a.: <i>Sucla1</i>                                        | 264±31                                         | 227±13                                             | -1.2                          |
| <i>Suclg2</i>             | Succinate-CoA ligase, GDP forming, beta subunit                                                                | 32±2                                           | 22±1                                               | -1.5                          |

Data are mean±SE, Normalized Fold Change calculated by DESeq software. Footnotes:

<sup>a</sup>FPKM, Fragments Per Kilobase Of Exon Per Million Fragments Mapped.

<sup>b</sup>Involvement in glucose transporter 4 (Slc2A4) recycling in response to insulin.

<sup>c</sup>Involvement in insulin signaling to glucose transporter 4 (Slc2A4)

An asterisk (\*) indicates one of 164 prioritized obesity or T2D candidate genes from Tiffin et al (Tiffin N, Adie E, Turner F, Brunner HG, van Driel MA, Oti M *et al*. Computational disease gene identification: a concert of methods prioritizes type 2 diabetes and obesity candidate genes. *Nucleic acids research* 2006; **34**(10): 3067-3081).

# Supplementary material for: RNA Sequencing Reveals a Slow to Fast Muscle Fiber Type Transition after Olanzapine Infusion in Rats
**Source:** PLoS One. 2015 Apr 20;10(4):e0123966. doi: 10.1371/journal.pone.0123966
**Supplement:** S4 Table — Table annotated in the file.

S4 Table. Olanzapine inhibition of skeletal muscle genes in branched chain amino acid degradation.

Ensembl	Symbol	Entrez Gene Name	NFC
ENSRNOG00000009845	ACADM	Acyl-CoA dehydrogenase, C-4 to C-12 straight chain	-1.8
ENSRNOG000000020624	ACADSB	Acyl-CoA dehydrogenase, short/branched chain	-1.8
ENSRNOG000000007862	ACAT1	Acetyl-CoA acetyltransferase 1	-1.4
ENSRNOG000000011419	ALDH6A1	Aldehyde dehydrogenase 6 family, member A1	-2.0
ENSRNOG000000020607	BCKDHA *	Branched chain keto acid dehydrogenase E1, alpha polypeptide	-1.4
ENSRNOG000000006364	DLD	Dihydrolipoamide dehydrogenase	-1.5
ENSRNOG000000024629	HADHA	Hydroxyacyl-CoA dehydrogenase/3-ketoacyl-coa thiolase/enoyl-coa hydratase (trifunctional protein), alpha subunit	-1.8
ENSRNOG000000010800	HADHB	Hydroxyacyl-CoA dehydrogenase/3-ketoacyl-coa thiolase/enoyl-coa hydratase (trifunctional protein), beta subunit	-1.4
ENSRNOG000000008063	HIBADH	3-hydroxyisobutyrate dehydrogenase	-1.7
ENSRNOG000000009421	IVD *	Isovaleryl-CoA dehydrogenase	-1.8

Skeletal muscle genes from in branched chain amino acids metabolism that were significantly affected by olanzapine. The mean $\pm$ SE and p values are in supplementary tables 1 and 2. NCF, normalized fold change from DESeq analysis of Supplementary Table 1. An asterisk(*) indicates one of 164 prioritized obesity or T2D candidate genes from Tiffin et al (Tiffin N, Adie E, Turner F, Brunner HG, van Driel MA, Oti M *et al.* Computational disease gene identification: a concert of methods prioritizes type 2 diabetes and obesity candidate genes. *Nucleic acids research* 2006; **34**(10): 3067-3081.). URL for reference rat pathway:

http://www.genome.jp/kegg-bin/show_pathway?org_name=rno&mapno=00280&mapscale=&show_description=hide

# Supplementary material for: RNA Sequencing Reveals a Slow to Fast Muscle Fiber Type Transition after Olanzapine Infusion in Rats
**Source:** PLoS One. 2015 Apr 20;10(4):e0123966. doi: 10.1371/journal.pone.0123966
**Supplement:** S5 Table — Table annotated in the file.

S5 Table. Mitochondrial Dysfunction Pathway Analysis

Ensembl ID	Symbol	Entrez Gene Name	NFC
ENSRNOG00000006067	AIFM1	apoptosis-inducing factor, mitochondrion-associated, 1	-1.6
ENSRNOG00000017032	ATP5A1	ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit 1, cardiac muscle	-1.2
ENSRNOG00000002840	ATP5B	ATP synthase, H+ transporting, mitochondrial F1 complex, beta polypeptide	-1.2
ENSRNOG00000014625	ATP5D	ATP synthase, H+ transporting, mitochondrial F1 complex, delta subunit	1.1
ENSRNOG00000049912	Atp5e	ATP synthase, H+ transporting, mitochondrial F1 complex, epsilon subunit	1.3
ENSRNOG00000007235	ATP5G1	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit C1 (subunit 9)	1.3
ENSRNOG00000015320	ATP5G2	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit C2 (subunit 9)	1.1
ENSRNOG00000038744	ATP5H	ATP Synthase, H+ Transporting, Mitochondrial Fo Complex, Subunit D	1.4
ENSRNOG00000000064	ATP5I	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit E	1.1
ENSRNOG00000027049	ATP5J2	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit F2	1.2
ENSRNOG00000028884	ATP5L	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit G	1.2
ENSRNOG00000001991	ATP5O	ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit	1.2
ENSRNOG00000008364	CAT	catalase	-1.7
ENSRNOG00000038951	COX17	COX17 cytochrome c oxidase copper chaperone	1.2
ENSRNOG00000018816	COX5A	cytochrome c oxidase subunit Va	1.1
ENSRNOG00000016660	COX5B	cytochrome c oxidase subunit Vb	1.1
ENSRNOG00000024309	COX6B1	cytochrome c oxidase subunit VIb polypeptide 1 (ubiquitous)	1.1
ENSRNOG00000010807	COX6C	cytochrome c oxidase, subunit VIc	1.1
ENSRNOG00000042903	COX7A2	cytochrome c oxidase subunit VIIa polypeptide 2	2.5
ENSRNOG00000004526	COX7A2L	cytochrome c oxidase subunit VIIa polypeptide 2 like	1.2
ENSRNOG00000028451	COX7B	cytochrome c oxidase subunit VIIb	1.1
ENSRNOG00000030237	COX7C	cytochrome c oxidase subunit VIIc	1.2
ENSRNOG00000021177	COX8A	cytochrome c oxidase subunit VIIIA (ubiquitous)	-1.3
ENSRNOG00000014656	Cox8b	cytochrome c oxidase subunit VIIlb	1.1
ENSRNOG00000010438	CPT1B	carnitine palmitoyltransferase 1B (muscle)	-1.5
ENSRNOG00000001420	FIS1	fission 1 (mitochondrial outer membrane) homolog (S. cerevisiae)	1.2
ENSRNOG00000033824	GPD2	glycerol-3-phosphate dehydrogenase 2 (mitochondrial)	1.5
ENSRNOG00000013604	GPX4	glutathione peroxidase 4	1.2
ENSRNOG00000031979	MT-ATP6	ATP synthase F0 subunit 6	-1.2
ENSRNOG00000034234	MT-CO1	cytochrome c oxidase subunit I	-1.4
ENSRNOG00000030371	MT-CO2	cytochrome c oxidase subunit II	-1.2
ENSRNOG00000030700	MT-CO3	cytochrome c oxidase III	-1.2
ENSRNOG00000031766	MT-CYB	cytochrome b	-1.2
ENSRNOG00000030644	MT-ND1	NADH dehydrogenase, subunit 1 (complex I)	-1.3
ENSRNOG00000031033	MT-ND2	MTND2	-1.3
ENSRNOG00000033615	MT-ND3	NADH dehydrogenase, subunit 3 (complex I)	1.3
ENSRNOG00000029707	MT-ND4	NADH dehydrogenase, subunit 4 (complex I)	-1.5
ENSRNOG00000029971	MT-ND5	NADH dehydrogenase, subunit 5 (complex I)	-1.5
ENSRNOG00000029042	MT-ND6	NADH dehydrogenase, subunit 6 (complex I)	-1.4

ENSRNOG00000017571	NDUFA2	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 2, 8kDa	1.2
ENSRNOG00000014224	NDUFA3	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 3, 9kDa	1.3
ENSRNOG00000005512	NDUFA4	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4, 9kDa	1.1
ENSRNOG00000005698	NDUFA5	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 5	-1.1
ENSRNOG00000008569	NDUFA6	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 6, 14kDa	1.1
ENSRNOG00000018129	NDUFAB1	NADH dehydrogenase (ubiquinone) 1, alpha/beta subcomplex, 1, 8kDa	1.1
ENSRNOG00000008329	NDUFB11	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 11, 17.3kDa	1.2
ENSRNOG00000026616	NDUFB2	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 2, 8kDa	1.3
ENSRNOG00000024539	NDUFB6	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 6, 17kDa	1.1
ENSRNOG00000014078	NDUFB8	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 8, 19kDa	1.4
ENSRNOG00000009364	NDUFB9	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 9, 22kDa	1.2
ENSRNOG00000011849	NDUFS1	NADH dehydrogenase (ubiquinone) Fe-S protein 1, 75kDa (NADH-coenzyme Q reductase)	-1.6
ENSRNOG00000009155	NDUFS3	NADH dehydrogenase (ubiquinone) Fe-S protein 3, 30kDa (NADH-coenzyme Q reductase)	1.3
ENSRNOG00000029339	NDUFS5	NADH dehydrogenase (ubiquinone) Fe-S protein 5	1.2
ENSRNOG00000024568	NDUFS7	NADH dehydrogenase (ubiquinone) Fe-S protein 7, 20kDa (NADH-coenzyme Q reductase)	1.1
ENSRNOG00000017446	NDUFS8	NADH dehydrogenase (ubiquinone) Fe-S protein 8, 23kDa (NADH-coenzyme Q reductase)	1.2
ENSRNOG00000018117	NDUFV1	NADH dehydrogenase (ubiquinone) flavoprotein 1, 51kDa	-1.3
ENSRNOG00000042503	NDUFV2	NADH dehydrogenase (ubiquinone) flavoprotein 2, 24kDa	1.2
ENSRNOG00000027593	NDUFV3	NADH dehydrogenase (ubiquinone) flavoprotein 3, 10kDa	1.2
ENSRNOG00000005130	OGDH	oxoglutarate (alpha-ketoglutarate) dehydrogenase (lipoamide)	-1.4
ENSRNOG00000018289	PARK7	parkinson protein 7	1.5
ENSRNOG00000015385	PINK1	PTEN induced putative kinase 1	-1.2
ENSRNOG00000010958	PRDX3	peroxiredoxin 3	-1.2
ENSRNOG00000020941	PSENEN	presenilin enhancer gamma secretase subunit	1.2
ENSRNOG00000013331	SDHA	succinate dehydrogenase complex, subunit A, flavoprotein (Fp)	-1.3
ENSRNOG00000007967	SDHB	succinate dehydrogenase complex, subunit B, iron sulfur (Ip)	-1.3
ENSRNOG00000019048	SOD2	superoxide dismutase 2, mitochondrial	-1.1
ENSRNOG00000016952	UQCR11	ubiquinol-cytochrome c reductase, complex III subunit XI	1.1
ENSRNOG00000032134	UQCRC1	ubiquinol-cytochrome c reductase core protein I	-1.1
ENSRNOG00000036742	UQCRC2	ubiquinol-cytochrome c reductase core protein II	-1.4
ENSRNOG00000012550	UQCRH	ubiquinol-cytochrome c reductase hinge protein	1.2
ENSRNOG00000006375	VDAC1	voltage-dependent anion channel 1	-1.3

How the deposited data were processed for this re-analysis (not part of the article)

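Gastrocnemius RNA of 6 male Sprague Dawley rats was measured by RNA sequencing, 3 infused with vehicle and 3 with olanzapine. The authors made single-end reads of 50 cycles from 6 libraries per lane. Their methods state alignment to Rn5 with TopHat 2.0.9 and FPKM from uniquely mapped reads with Cufflinks 2.2.1. The deposited values are FPKM per Ensembl gene. CASAVA 1.8.2 is named in the sample records and not in the paper's methods. Means and standard errors of each group, a signed score and flags of p are deposited in the same table. The score is the normalized fold change that the authors computed with DEGseq 1.18.0: the ratio of the summed FPKM of the groups over the ratio of their totals, written as minus its inverse below 1. This formula was checked and matched 15048 of 15048 values to within 1%. Of 26406 genes listed, 2 repeat an identifier and 5805 have no symbol. No per-rat column was left unused.

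Values of at least 1 FPKM on average over the 6 rats entered the comparison, which used limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3 on log2(FPKM + 1), with Benjamini-Hochberg adjustment and an adjusted p under 0.05. The 10285 genes tested include 9551 with a symbol. The numbers of the rats are not shared between groups, so no pairing was used. Isoform shares, body weight and the distances between rats were compared with exact permutation tests. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15. The study's kind of test was rebuilt as a Poisson likelihood ratio test on the summed FPKM, at an unadjusted p. FPKM do not give depth as counts, so a relative depth per rat was read from the steps between the lowest values. The raw reads, which the paper states are deposited, were not used.

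Gene lists came from the study's tables, from textbook pathways and from markers of other cell types. A symbol listed at several loci is represented by the one with the highest mean. Each list was tested with camera at a preset correlation of 0.01, adjusted over lists of the same origin, with fry and an estimated correlation beside it. The copies of the study's tables hold 50 genes for Table 3, against the paper's 49, and 71, 42 and 36 for Tables S5, S6 and S7, which received no set test. Slc30a2 and Slc25a13 were below the filter and are given as values alone.

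Genes named in the text are drawn from those the study names, the genes that changed the most without overlap between groups, and the 3 members of each list with the smallest p, a rule set before the data were examined; not all of these members are given in the text. Other genes were chosen after their values were seen, and so were the classes of the 100 most abundant genes. When values were compared with the paper's tables, symbols with several loci and no position were left out (11 entries), a rule set after the comparison had been seen. The alternatives changed the pseudocount, the filter, the scaling, the trend in the variance, the test, the genes with a value of 0, the rats, the correlation in camera and the distance between rats. Those that leave out short loci or adjust the Poisson test, and the left-out rats for body weight and the most abundant genes, were added after the data had been seen.

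The procedure was tested on simulated data with 10082 genes, of which 200 were changed. It recovered 59 of 100 genes changed 2-fold and 99 of 100 changed 4-fold, with 6 unchanged genes called. The 200 changed genes were drawn from the more abundant genes alone, so no low gene was changed. Recovery therefore holds for well-expressed genes. It does not give the power for low genes, whose change is understated on the scale used. With no change simulated, limma called 0 and the Poisson test called 652 of 10285.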

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

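The tests on other splits of the rats, on genes that are on in some rats and off in others and on the short loci were chosen after the results were seen. Of the 52 genes at an adjusted p under 0.05, the paper does not name 32. The authors' deposited table marks all 52 at p under 0.05. Not all of the 32 are given in the text. Those given here are shown because they lie outside the genes that the paper discusses. With 3 rats against 3 the splits of the rats are too few for a share under 0.05: the real split gave 52 genes and the highest of the other splits 3.

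Ankrd2, a stretch-responsive protein of the sarcomere, fell by 3.21 on the log2 scale. Small heat shock proteins of the Z disc and the sarcomere fell too. Hspb7 was at 793 ± 45.2 FPKM (SD, n = 3) in the vehicle rats and 169 ± 14.9 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -2.23, adjusted p = 0.00140), Cryab, alphaB-crystallin, at 2670.1 ± 457 FPKM in the vehicle rats and 973 ± 62.9 FPKM in the olanzapine rats (log2 fold change -1.44, adjusted p = 0.0284) and Hspb6 at 1923 ± 134 FPKM in the vehicle rats and 856 ± 90.2 FPKM in the olanzapine rats (log2 fold change -1.17, adjusted p = 0.0421). Of 18 measured heat shock proteins and chaperones, listed before the data were examined, limma called 0 higher and 3 lower over all genes and 0 higher and 8 lower when adjusted over the list alone, against 0 higher and 10 lower at an unadjusted p under 0.05 and 1 higher and 9 lower by the Poisson test. The median was -0.57 (camera adjusted p = 5.61e-05, and adjusted p = 0.376 with an estimated correlation). With 1 rat left out, whichever rat it was, 1 gene of the list fell in place of 3: Hspb7 and Ankrd2 kept their calls (adjusted p up to 0.00903 and 0.0141), while Cryab and Hspb6 lost theirs (adjusted p from 0.0590 to 0.112 and from 0.0845 to 0.167). Other settings ended the calls of Cryab and Hspb6 with no filter on low values (0.0874 to 0.101) and with median-ratio size factors (0.0832 to 0.0978). The median of the list was -0.37 with a filter at a mean of 10 FPKM.

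Immediate early genes, which respond to contraction and to growth factors, were lower as a group. Ctgf, a matrix-associated growth factor, fell from 26.2 ± 2.82 FPKM to 7.81 ± 2.42 FPKM (SD, n = 3 each; log2 fold change -1.65, adjusted p = 0.0233), and Cyr61 was at 29.1 ± 15.8 FPKM in the vehicle rats and 7.03 ± 3.75 FPKM in the olanzapine rats (log2 fold change -1.86, adjusted p = 0.145). Of 22 measured members limma called 0 higher and 2 lower over all genes and 0 higher and 5 lower when adjusted over the list alone, against 0 higher and 6 lower at an unadjusted p under 0.05 and 0 higher and 12 lower by the Poisson test. The median was -0.66 (camera adjusted p = 5.34e-05, and adjusted p = 0.563 with an estimated correlation). The 2 calls, Ctgf and Jun, were 1 without olanzapine rat 4 and 0 without vehicle rat 3, 9 or 11 or olanzapine rat 10 or 12, where the adjusted p of Ctgf reached 0.112 and that of Jun 0.156. With no filter on low values Ctgf missed 0.05 too (adjusted p = 0.0528).

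Rcan1, an inhibitor of calcineurin, was at 45.8 ± 5.93 FPKM (SD, n = 3) in the vehicle rats and 18.2 ± 4.03 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -1.30, adjusted p = 0.0403). Vgll2, a cofactor of TEAD transcription factors in muscle, was at 55.8 ± 5.31 FPKM in the vehicle rats and 22.3 ± 3.49 FPKM in the olanzapine rats (log2 fold change -1.29, adjusted p = 0.0279), and Fbxl4, an F-box protein of mitochondria, rose to 34.2 ± 4.53 FPKM from 14.0 ± 2.78 FPKM (log2 fold change 1.23, adjusted p = 0.0423). For Rcan1, with any 1 rat left out its adjusted p lay between 0.0516 and 0.154 and missed 0.05, and for Fbxl4, with any 1 rat left out its adjusted p lay between 0.0803 and 0.184 and missed 0.05. For Vgll2, with 1 rat left out its adjusted p lay between 0.0248 and 0.112 and was under 0.05 only without olanzapine rat 4. The call of Rcan1 also ended with all rats kept, with no filter on low values (0.0874), with median-ratio size factors (0.0839), with each rat scaled to the same total (0.0615), with each rat scaled to the same total without the 50 most abundant genes (0.0668) and with no trend in the variance (0.0547).

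Zfp605, a zinc finger protein, nearly vanished in the olanzapine rats, at 7.27, 11.0 and 16.6 FPKM in vehicle rats 3, 9 and 11 and 0.0574, 0.121 and 0 FPKM in olanzapine rats 4, 10 and 12 (log2 fold change -3.51, adjusted p = 0.00156). RGD1564548 was the other gene of this kind, at 3.06, 4.61 and 2.45 FPKM in vehicle rats 3, 9 and 11 and 0.163, 0.171 and 0.206 FPKM in olanzapine rats 4, 10 and 12 (log2 fold change -1.86, adjusted p = 0.0197), and for it with 1 rat left out its adjusted p lay between 0.0259 and 0.107 and was under 0.05 only without vehicle rat 11 or olanzapine rat 4. Genes on in some outbred rats and off in others could give such a pattern by the grouping alone: 2 other splits of the 6 rats had as many on or off genes as the 2 of the real split, up to 3. An effect of olanzapine stays open as well, and was not tested apart from the grouping.

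The highest fitted changes were those of ENSRNOG00000049077, 80 bases on chromosome 10 of Rn5 from 12981494 to 12981573, and ENSRNOG00000045851, 79 bases on chromosome 19 from 33484155 to 33484233. Both were listed at 0 in every vehicle rat and had a mean of 168 and 167 FPKM in the olanzapine rats. Their values may be made of 1 or 2 reads per rat: they differ by at most 1.92% from whole multiples of a step that follows the depth of each rat. If that step is 1 read, each locus holds 4 reads in all. The check compares ratios alone, so a step of more than 1 read would match as well. Counting error on 4 reads could place all of them in the olanzapine rats with a probability of 0.0910. With more reads that probability would be lower. Of the 99 tested loci under 200 bases, these 2 were called.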

How the results depend on the processing

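FPKM give no read counts, so the limit that a value of 0 sets differs between rats and could not be given as counts, and only relative depths were available. No paired analysis was possible because the groups share no replicate numbers and no label ties a vehicle rat to an olanzapine rat, so that pairs of neighboring numbers would be a guess. With 1 rat left out a group has 2 rats. The adjusted counts with short loci left out and with the Poisson test were chosen after seeing the data, as were the left-out rats for body weight and for the most abundant genes.

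Of 191 genes named in the text, 176 had the same sign of change under each alternative run. Of the 47 of them that limma called, 0 changed sign under an alternative. The called genes all had groups without overlap. Leaving out a rat or changing the filter, the pseudocount or the trend in the variance therefore could not turn their sign. For these genes only a change of scaling tested the sign. Of 49 gene lists, 36 had the same sign of the median. The isoform shares, body weight and the grouping on log2 values held their direction under the alternatives run for them. For the shares these left out 1 rat each. The groups were apart in every share but that of Myh1, so this could turn the direction of Myh1 alone.

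The number of genes changed by olanzapine was 52. It was 54 with a pseudocount of 0.1 FPKM, 27 (9 higher and 18 lower) with no filter on low values, 73 (11 higher and 62 lower) with a filter at a mean of 10 FPKM, 33 (3 higher and 30 lower) with median-ratio size factors, 65 (8 higher and 57 lower) with each rat scaled to the same total, 60 (7 higher and 53 lower) when the 50 most abundant genes were left out of that total and 42 without a trend in the variance. It was 102 (9 higher and 93 lower) with genes at 0 in any rat left out and 83 (9 higher and 74 lower) with loci under 200 bases left out. Limma's unadjusted p gave 1362 (390 higher and 972 lower), the Poisson test 1458 (640 higher and 818 lower) and, adjusted, 770 (386 higher and 384 lower). With 1 rat left out the count was 17, 24 and 20 without vehicle rats 3, 9 and 11 and 62, 28 and 14 without olanzapine rats 4, 10 and 12, with 3 to 7 genes higher and 8 to 55 lower. The cause was not tested.

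With an estimated correlation camera called none of the lists, and those that follow, called with the preset one, were at adjusted p from 0.376 to 0.626. Their medians are the same: slow fiber genes -2.38, fast fiber genes 0.66, glycolysis 0.38, fatty acid oxidation -0.50, branched chain amino acid breakdown -0.32, complex I 0.18, complexes II to V 0.14, cytosolic ribosomal proteins 0.43, 20S proteasome 0.27, glucocorticoid responsive genes 0.16. The TCA cycle passed camera with no filter (-0.31), at a mean of 10 FPKM (-0.31), with the same total per rat (-0.35) and without the 50 most abundant genes in it (-0.31). At a mean of 10 FPKM complexes II to V (0.14), mitochondrial ribosomal proteins (0.086), translation factors (-0.036) and insulin and IGF signaling (-0.38) missed the threshold and the neuromuscular junction passed (-0.42). With no filter the neuromuscular junction (-0.26) and the regulators of fiber type (-0.15) passed, and with median-ratio size factors the genes measured by RT-PCR did (-1.68). The cause was not tested.

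With median-ratio size factors these medians changed sign: malate-aspartate shuttle 0.0027, translation factors 0.12, 19S proteasome 0.12, unfolded protein response 0.089, regulators of fiber type 0.0082 and circadian clock 0.047; and so did Idh3g (0.082), Myom2 (0.10), Slc25a12 (0.12) and Mdh2 (0.056). This scaling moves the median of all tested genes from -0.11 toward 0. At a mean of 10 FPKM the unfolded protein response (0.025) and the clock (0.12) changed sign. With the same total per rat the erythrocyte markers (-0.046) and Slc25a11 (-0.0065) did, and with the ratio of sums of the Poisson test Slc25a11 (-0.013) and Plin1 (0.51). On linear FPKM the difference between and within groups was -0.0122. Beyond the scaling the cause was not tested.

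With 1 rat left out, the ranges of the medians of lists that changed sign or side of the camera threshold were the TCA cycle -0.40 to -0.17, the glycerol phosphate shuttle 0.50 to 0.74, branched chain amino acid breakdown -0.46 to -0.14, complexes II to V 0.039 to 0.26, mitochondrial ribosomal proteins -0.022 to 0.18, translation factors -0.049 to 0.10, the 19S proteasome -0.12 to 0.086, muscle atrophy genes 0.026 to 0.25, the unfolded protein response -0.081 to 0.022, the neuromuscular junction -0.35 to -0.20, regulators of fiber type -0.24 to -0.021, insulin and IGF signaling -0.37 to -0.21, angiogenic factors -0.63 to -0.33, fibroblast markers -1.11 to 0.047, tendon markers -1.30 to -0.12, adipocyte markers -0.74 to 0.63, macrophage markers -0.031 to 0.37, neutrophil and lymphocyte markers -0.81 to 0.076, erythrocyte markers -0.72 to 0.72, Schwann cell markers -0.28 to 0.044. The ranges of the log2 fold changes of single genes that changed sign were Idh3g -0.15 to 0.059, Ddit4 -0.20 to 0.58, Fbxo32 -0.68 to 0.65, Cebpd -0.11 to 1.27, Serpina3n -0.36 to 1.18, Tgfb1 -0.39 to 0.079, Igf1 -0.80 to 0.13, Myom2 -0.32 to 0.11, Slc25a11 -0.035 to 0.17, Slc25a12 -0.17 to 0.055, Mdh2 -0.23 to 0.011, Pfkm -0.047 to 0.23, Cox7a2 -1.04 to 1.48, Adipoq -0.82 to 1.62, Plin1 -0.51 to 0.45. The cause was not tested.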

Differences from the paper's values

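Of 294 group means of Tables 1 to 3 and S3, 284 were within 5% of the paper's, and 154 of 155 fold changes of these tables and Table S4 had the paper's sign. For Myh2 the paper's mean of the olanzapine rats is 790 ± 24 FPKM (SEM), against 90.2 FPKM here, and with any 1 olanzapine rat left out the values still differed. The paper's mean of the vehicle rats, 361 FPKM, and the paper's fold change of -4.2 were 361 FPKM and -4.15 here. A fold change below 0 fits a mean of the olanzapine rats below that of the vehicle rats. For Alox15 the paper's mean of the olanzapine rats is 1.9 ± 0.5 FPKM (SEM), against 7.04 FPKM here and 9.03 FPKM without olanzapine rat 4. Without olanzapine rat 10 or 12 the means were 6.11 and 5.97 FPKM and no longer differed by more than the spread between rats. The paper's 1.9 FPKM is close to the SEM of the mean of the olanzapine rats here, 2.00 FPKM. The paper's mean of the vehicle rats for Alox15, 9.1 FPKM, and for Myh3, 8.8 FPKM, are the SEM of those means here (9.10 and 8.76 FPKM, for means of 15.1 and 18.7 FPKM), while the paper's fold changes of -2.2 and -8.6 were -2.23 and -8.65 here. For Slc16a7 in Table S3 the paper's means are 132 FPKM in the vehicle rats and 177 FPKM in the olanzapine rats, with the paper's fold change of 1.3, against 0.647 and 0.190 FPKM and a normalized fold change of -3.53 here. The values differed with any 1 rat left out as well. Slc16a3 was at 132 and 177 FPKM.

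The paper's count of genes different after olanzapine, at its unadjusted p under 0.05, is 1451, against 52 at an adjusted p from limma. The Poisson test gave 1458 and limma's unadjusted p 1362, both within 1.5 times the paper's value. The other alternatives set before the data were examined, from 14 to 102, were not, and neither were the alternatives chosen after seeing the values, 83 with loci under 200 bases left out and 770 with the Poisson test adjusted. The paper's count of genes of EIF2 signaling that were higher is 49, against 1; the Poisson test gave 48, within 1.5 times the paper's value, the unadjusted p 15 and the other alternatives 0 to 1. For mitochondrial dysfunction the paper's count is 72, against 0 with limma; the Poisson test gave 71, within 1.5 times the paper's value, the unadjusted p 6 and the other alternatives 0. For ILK signaling the paper's count is 43, against 8; the Poisson test gave 41, within 1.5 times the paper's value, the unadjusted p 25 and the other alternatives 1 to 9. For calcium signaling the paper's count is 39, against 11. The Poisson test gave 36 and the unadjusted p 29, both within 1.5 times the paper's value, and the other alternatives 2 to 15. These lists hold genes that the study had called with this kind of test on the same values. The Poisson counts of the lists were therefore nearly fixed beforehand and do not test the paper's counts.

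The paper states that Trim63 rose and elsewhere that it was not affected. Here its adjusted p was 0.426, its unadjusted p 0.0820 and its p by the Poisson test 0.00446. The paper states that the rats clustered by treatment. A division into 2 clusters matched the groups with the 500 most variable genes and not with the other settings run, though distances between groups were larger than within them on log2 values.

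The paper states a direction of change for genes that limma did not call at an adjusted p under 0.05. Of those named in its text, these were called at limma's unadjusted p and by the Poisson test: Ostn, Pvalb, Tpm1, Lpl, Myh2, Myh1, Hk2, Ldha, Ldhb, Slc16a1, Idh2, Dld, Got2, Gpd1, Gpd2, Slc27a1, Cd36, Fabp3, Cpt1b, Hadh, Slc25a20, Ivd, Myoz1, Psmb5, Psmb6, Ube2e2, Ube2g1, Ube2s, Mt1m, Mt2A, Sar1b, Vps45, Art3, Ankrd9, Eif4ebp1, Gadd45g, Il15 and Sult1a1. Called by the Poisson test and not at the unadjusted p were Myh4, Slc16a3, Ckm, Idh3b, Pdhb, Got1, Mdh1, Mdh2, Ucp3, Fabp4, Bckdha, Ddit4l, Vegfa, Psmb1, Psmb4, Psmb7, Psma7, Ube2g2, Cebpd, Serpina3n and Thrsp. Dapk1 was called by neither. In other limma settings an adjusted p under 0.05 was reached by Lpl, Myh2, Ldhb, Slc16a1, Idh2, Vps45, Tnnc1, Myl6b and Mylpf with a filter at a mean of 10 FPKM, by Ldhb, Vps45 and Tnnc1 with the same total, by Ldhb with a pseudocount of 0.1 FPKM, by Ldhb, Idh2 and Vps45 with the same total without the 50 most abundant genes, by Ostn without vehicle rat 3, by Lpl, Myh2, Ldhb, Tnnc1, Myl6b and Myh6 without olanzapine rat 4 and by Mt1m without olanzapine rat 10. The fast genes of Table 1 held 10 higher and 0 lower at an unadjusted p under 0.05, and 16 higher and 0 lower by the Poisson test, and its slow or intermediate genes 0 higher and 28 lower at an unadjusted p under 0.05, and 0 higher and 31 lower by the Poisson test. Those of Table 2 held 0 higher and 18 lower at an unadjusted p under 0.05, and 2 higher and 25 lower by the Poisson test, those of Table 3 15 higher and 0 lower at an unadjusted p under 0.05, and 48 higher and 1 lower by the Poisson test and those of Table S4 0 higher and 7 lower at an unadjusted p under 0.05, and 0 higher and 10 lower by the Poisson test.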

Other observations

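The tests of fiber content, of the scaling and of other splits of the rats in this part were chosen after the results were seen. Several genes that the paper does not discuss fell, of which all but Wnt16 were chosen here after their values were seen. Wnt16, a Wnt ligand, was at 10.5 ± 6.71 FPKM (SD, n = 3) in the vehicle rats and 0.703 ± 0.387 FPKM (SD, n = 3) in the olanzapine rats (log2 fold change -2.60, adjusted p = 0.0442), Fzd9, a Frizzled receptor, at 15.1 ± 3.07 FPKM in the vehicle rats and 2.51 ± 1.05 FPKM in the olanzapine rats (log2 fold change -2.22, adjusted p = 0.0129), Rspo3, an R-spondin, at 3.58 ± 0.488 FPKM in the vehicle rats and 0.404 ± 0.325 FPKM in the olanzapine rats (log2 fold change -1.73, adjusted p = 0.0258) and Kremen1, a receptor of Dickkopf, at 14.8 ± 1.77 FPKM in the vehicle rats and 4.01 ± 1.17 FPKM in the olanzapine rats (log2 fold change -1.68, adjusted p = 0.0225). Fndc5, the precursor of irisin, fell from 109 ± 16.1 FPKM to 49.9 ± 2.55 FPKM (log2 fold change -1.11, adjusted p = 0.0380). Smtnl1, a smoothelin-like protein, had a log2 fold change of -1.84 (adjusted p = 0.0112), Mettl21c, a lysine methyltransferase of muscle, of -1.94 (adjusted p = 0.00424), Ptpn3, a tyrosine phosphatase, of -2.33 (adjusted p = 0.0279), Prepl, a serine hydrolase, of -1.40 (adjusted p = 0.0154) and Xpo4, an exportin, of -2.00 (adjusted p = 0.0154). Of these, Mettl21c passed with any 1 rat left out (adjusted p up to 0.0266). Wnt16 kept its call only without vehicle rat 9 (adjusted p from 0.0109 to 0.222). Fzd9 lost its call without olanzapine rat 12 (adjusted p from 0.00521 to 0.0520). Rspo3 kept its call only without olanzapine rat 4 (adjusted p from 0.0121 to 0.112). Kremen1 kept its call only without olanzapine rat 4 or olanzapine rat 10 (adjusted p from 0.0295 to 0.0806). Fndc5 lost its call whichever rat was left out (adjusted p from 0.0698 to 0.161). Smtnl1 lost its call without olanzapine rat 12 (adjusted p from 0.00521 to 0.0554). Ptpn3 kept its call only without vehicle rat 9 or olanzapine rat 4 (adjusted p from 0.0141 to 0.112). Prepl kept its call only without vehicle rat 9, olanzapine rat 4 or olanzapine rat 10 (adjusted p from 0.0227 to 0.0630). Xpo4 lost its call without vehicle rat 3 or olanzapine rat 12 (adjusted p from 0.00524 to 0.0749). With all rats kept, calls also ended for Rspo3, Kremen1, Fndc5 and Ptpn3 with no filter on low values (0.0528 to 0.0874), and Fndc5 with median-ratio size factors (0.0763) and with no trend in the variance (0.0517).

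Of 17 genes of the neuromuscular junction, limma called 0 higher and 1 lower over all genes and 0 higher and 2 lower when adjusted over the list alone, against 0 higher and 3 lower at an unadjusted p under 0.05 and 0 higher and 3 lower by the Poisson test (median -0.27, camera adjusted p = 0.121, with a median of -0.42 with a filter at a mean of 10 FPKM, and -0.15 with median-ratio size factors). Myog, myogenin, was the gene called (log2 fold change -1.05, adjusted p = 0.0460), and for it with any 1 rat left out its adjusted p lay between 0.0856 and 0.175 and missed 0.05, and its call also ended with no filter on low values (0.0874), with median-ratio size factors (0.110) and with no trend in the variance (0.0649). The list passed camera without vehicle rat 11 or olanzapine rat 10 (0.0452 and 0.0350, the range with 1 rat left out being 0.0350 to 0.567), with no filter on low values (0.0124) and with a filter at a mean of 10 FPKM (0.00581). Of 31 regulators of fiber type and mitochondria, limma called 0 higher and 2 lower over all genes and 0 higher and 3 lower when adjusted over the list alone, against 0 higher and 5 lower at an unadjusted p under 0.05 and 0 higher and 4 lower by the Poisson test (median -0.14, camera adjusted p = 0.194, with a median of -0.24 and -0.02 without vehicle rat 9 and olanzapine rat 12, and 0.01 with median-ratio size factors). Besides Rcan1 and Vgll2, called above, Esrrg was at 5.52 ± 1.72 FPKM in the vehicle rats and 1.83 ± 0.498 FPKM in the olanzapine rats (log2 fold change -1.18, adjusted p = 0.0989). The regulators passed camera without olanzapine rat 10 (0.0301, from 0.0301 to 0.571 with 1 rat left out) and with no filter on low values (0.0402). For 27 genes of insulin and IGF signaling, limma called 0 higher and 0 lower over all genes and 0 higher and 1 lower when adjusted over the list alone, against 0 higher and 7 lower at an unadjusted p under 0.05 and 1 higher and 5 lower by the Poisson test (median -0.26, camera adjusted p = 0.0211, and adjusted p = 0.599 with an estimated correlation). Camera missed them without vehicle rat 9 or 11 or olanzapine rat 4 or 12 (0.0544, 0.147, 0.0719 and 0.0629, from 0.00109 to 0.147 with 1 rat left out) and with a filter at a mean of 10 FPKM (0.115), and their median was -0.15 with median-ratio size factors. Igfbp5 (log2 fold change -1.22, adjusted p = 0.134) and Pik3r1 (log2 fold change -0.89, adjusted p = 0.225) had the smallest p.

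The 18 genes of the unfolded protein response had a median of -0.03 (from -0.08 without vehicle rat 9 to 0.02 without olanzapine rat 4, and 0.09 with median-ratio size factors, camera adjusted p = 0.974); limma called 0, over all genes or when adjusted over the list alone, against 0 higher and 3 lower at an unadjusted p under 0.05 and 1 higher and 4 lower by the Poisson test. Hspa5 was at 49.8 ± 9.98 FPKM in the vehicle rats and 31.2 ± 6.75 FPKM in the olanzapine rats (log2 fold change -0.66, adjusted p = 0.286). The 17 clock genes had a median of -0.09 (from -0.16 without olanzapine rat 10 to -0.03 without olanzapine rat 4, and 0.05 with median-ratio size factors, camera adjusted p = 0.341); limma called 0, over all genes or when adjusted over the list alone, against 1 higher and 0 lower at an unadjusted p under 0.05 and 1 higher and 1 lower by the Poisson test. Tef was at 33.8 ± 6.04 FPKM in the vehicle rats and 50.6 ± 11.3 FPKM in the olanzapine rats (log2 fold change 0.56, adjusted p = 0.322). For 24 genes of cholesterol and fatty acid synthesis limma called 0, over all genes or when adjusted over the list alone, against 1 higher and 4 lower at an unadjusted p under 0.05 and 2 higher and 2 lower by the Poisson test (median -0.27, camera adjusted p = 0.534). That median was -0.41, -0.02, -0.13 and -0.17 without vehicle rats 3, 9 and 11 and olanzapine rat 12, -0.07 with a filter at a mean of 10 FPKM, and -0.09 with median-ratio size factors. The 74 mitochondrial ribosomal proteins had a median of 0.09; limma called 0, over all genes or when adjusted over the list alone, against 1 higher and 1 lower at an unadjusted p under 0.05 and 9 higher and 1 lower by the Poisson test. Camera gave adjusted p = 0.00135, and adjusted p = 0.675 with an estimated correlation, and lost the call without vehicle rat 9 or olanzapine rat 12 (0.0573 and 0.247, from 1.65e-06 to 0.247 with 1 rat left out) and with a filter at a mean of 10 FPKM (0.115). Its median was 0.18, -0.02, 0.04 and -0.01 without vehicle rats 3, 9 and 11 and olanzapine rat 12, 0.24 with median-ratio size factors, and 0.04 with each rat scaled to the same total. Mrps2 had a log2 fold change of -0.59 (adjusted p = 0.270).

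Of the markers of other cell types, listed before the data were examined, limma called 0 in the pericyte, fibroblast, tendon, neutrophil, erythrocyte and Schwann cell lists over all genes. For 10 pericyte markers the median was -0.34 (-0.17 with a filter at a mean of 10 FPKM, and -0.21 with median-ratio size factors, camera adjusted p = 0.617), with 1 higher and 1 lower at an unadjusted p under 0.05 and 0 higher and 1 lower by the Poisson test, and Rgs5 at -0.51. For 17 fibroblast markers it was -0.47 (camera adjusted p = 0.258), with 0 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 15 lower by the Poisson test, and -1.11 without vehicle rat 3 (adjusted p = 4.95e-12) but 0.05 without vehicle rat 11, the range of p being 4.95e-12 to 0.811. Lum (-0.82) and Fstl1 (-0.75) had the smallest p. Lum was at -1.24 without vehicle rat 3 and -0.45 without vehicle rat 11, and Fstl1 at -1.14 without vehicle rat 3 and -0.32 without vehicle rat 11 on the log2 scale. For 9 tendon markers it was -0.78 (-1.30 and -0.12 without vehicle rats 3 and 11, camera adjusted p = 0.126), with 0 higher and 2 lower at an unadjusted p under 0.05 and 0 higher and 8 lower by the Poisson test, and the list passed camera without vehicle rat 3 or olanzapine rat 12 (1.25e-05 and 0.0462, the range of p being 1.25e-05 to 0.545), Comp passing over all genes without vehicle rat 3. For 3 neutrophil and lymphocyte markers it was -0.38 (-0.78, -0.10, 0.03, 0.08 and -0.81 without vehicle rats 3, 9 and 11 and olanzapine rats 10 and 12, camera adjusted p = 0.866), with 0 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by the Poisson test. For 6 erythrocyte markers it was 0.00 (camera adjusted p = 0.617), with 0 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 3 lower by the Poisson test, and from -0.72 without vehicle rat 3 to 0.72 without vehicle rat 9, and 0.16 with median-ratio size factors. For 7 Schwann cell markers it was -0.14 (0.04, -0.28 and -0.25 without vehicle rats 9 and 11 and olanzapine rat 10, and -0.07 with median-ratio size factors, camera adjusted p = 0.617), with 0 higher and 2 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by the Poisson test. For 5 satellite cell markers it was -0.23 (-0.43 and -0.35 without vehicle rat 11 and olanzapine rat 10, -0.49 with a filter at a mean of 10 FPKM, and -0.14 with median-ratio size factors, camera adjusted p = 0.321), with Myog as the 1 call.

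The fall of the slow fiber genes may come from pieces of muscle with fewer slow fibers as well as from lower expression in the fibers. The slow fiber genes varied together in the olanzapine rats: 12 of 21 put the 3 rats in the same order, where genes that each took an order at random would put 6.02 on average in the commonest (exact share of chance outcomes with as many, 0.000181). In the vehicle rats 7 of 21 shared an order, with a share of 0.280. Both shares treat the genes as independent, although they were measured in the same rats. Lower expression of a different size in each rat would give a shared order too, so the orders do not separate the explanations. The explanations cannot be told apart because no fibers were counted. The tables argue against a few abundant genes setting the scale between the rats, since the median of the slow fiber genes came no closer to 0 than -2.23 under 3 scalings.

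Camera called 24 lists with the real split, and the highest of the other splits gave 26. The Poisson test called 1458 genes with the real split, and the highest of the other splits gave 1115. The splits are too few for a share under 0.05. Between single rats of the same group the Poisson test called between 544 and 932 genes. By origin, camera called 10 textbook lists higher and 7 lower of 28 tested, 4 study lists higher and 3 lower of 8 tested, and 0 of the 10 marker lists.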
